# RNA sequencing in adult *Drosophila* females identifies estrogen-related receptor-dependent transcriptional changes in metabolism, DNA replication, and translation

**DOI:** 10.1093/g3journal/jkag186

**Published:** 2026-07-21

**Authors:** Sophie A Fleck, Eleanor B Goldstone, Lesley N Weaver

**Keywords:** nuclear receptor, glycolysis, pentose phosphate pathway, ribosome, translation

## Abstract

Nuclear receptors, transcription factors essential for organism growth, development, and reproduction, are expressed in a variety of tissues, with some exhibiting differential expression between males and females. The estrogen-related receptor (ERR) is a conserved metabolic nuclear receptor required for energy metabolism and lipid accumulation. While previous studies in *Drosophila* have identified potential ERR targets from mixed sex larval populations and adult males, it is unclear whether transcriptional targets and biological pathways downstream of ERR are altered in a sex-specific manner. Here, we took an RNA sequencing approach to identify candidate ERR targets specifically in adult females and compared differentially expressed genes to a published male-specific dataset. Whole-body conditional knockout of *ERR* significantly downregulated transcription of enzymes associated with glycolysis and the pentose phosphate pathway. In contrast, components of the DNA replication machinery were selectively downregulated in adult females, whereas ribosome biogenesis transcription was increased. Our results have further defined the metabolic targets of ERR between males and females, as well as suggest that ERR regulates DNA replication and global translation in females.

## Introduction

Maintenance of tissue homeostasis and energy metabolism requires precise coordination between organs (Droujinine and Perrimon 2016; Tokizane and Imai 2025). Members of the nuclear receptor superfamily behave as physiological sensors to alter the transcriptional landscape of the cell to promote development, cellular differentiation, immune activation, and reproduction (Mouzat et al. 2013; Fan and Evans 2015; Festuccia et al. 2018; Jin et al. 2025). In addition, nuclear receptors are regulators of sexual dimorphism, which allows for differential gene expression to support sex specific physiology (Rando and Wahli 2011; Dean et al. 2021; Xiong et al. 2023). For example, the mammalian Steroidogenic Factor-1 (SF-1, AD4BP) is required in the testes to promote expression of Müllerian Inhibiting Substance (MIS) for proper reproductive tract development (Giuili et al. 1997). Similarly, in *Drosophila* adults, the steroid hormone ecdysone is primarily produced in ovarian follicle cells to stimulate feeding behavior via Ecdysone Receptor signaling in the central nervous system, which, in turn, supports oogenesis (Sieber and Spradling 2015). However, the manner by which nuclear receptors dynamically alter their transcriptional targets during development and between the sexes has not been completely elucidated.

Estrogen-related receptors (ERRs) are conserved regulators of lipid and energy metabolism and are expressed in energy consuming tissues (Tennessen et al. 2011; Huss et al. 2015; Misra et al. 2017; Beebe et al. 2020; Geng et al. 2024; Fasteen et al. 2025). In mammals, ERRα and ERRγ promote the transcription of enzymes involved in lipid metabolism and mitochondria production (Luo et al. 2003; Schreiber et al. 2004; Audet-Walsh and Giguere 2015; Fan and Evans 2015; Fan et al. 2018; Fox et al. 2022); whereas, ERRβ is required for maintaining stem cell pluripotency (Festuccia et al. 2012, 2018). The sole *Drosophila* ERR homolog is a central regulator of carbohydrate metabolism during development (Tennessen et al. 2011), promotes glucose oxidation and lipogenesis in adult males (Beebe et al. 2020), and is required for fertility in both adult males and females (Misra et al. 2017; Zike et al. 2025). Considering ERRs are essential metabolic regulators that can also control stem cell behavior, determining the conserved targets between organisms and the sexes may provide insight to possible targets for therapeutic intervention.

In this study, we used RNA sequencing of *ERR* conditional knockout alleles in *Drosophila* adult females to refine the potential ERR targets that are conserved throughout development and between the sexes. Using two different *ERR* conditional alleles, we identified a core set of glycolytic and pentose phosphate pathway (PPP) enzymes that require ERR for their transcription. Furthermore, by comparing our data to a published adult male-specific dataset, we determined that regulation of glycolysis and the PPP is a conserved feature of ERR. Lastly, we determined that ERR is required in females to support DNA replication and refine global translation. Our results suggest that ERRs are a key regulator of metabolism across species and has sex-specific transcriptional targets in *Drosophila* females.

## Materials and methods

### *Drosophila* strains and culture

*Drosophila* strains were maintained on BDSC cornmeal food (15.9 g/L inactive yeast, 9.2 g/L soy flour, 67.1 g/L yellow cornmeal, 5.3 g/L agar, 70.6 g/L light corn syrup, 0.059 M propionic acid) at 22 to 25°C. All females used in experiments were maintained on BDSC cornmeal food supplemented with wet active yeast paste.

The previously described *ERR* allele were used, including *dERR^cond.19–4^* [RRID:BDSC_91656, (Beebe et al. 2020)], *dERR^cond.2^* (Beebe et al. 2020), *ERR^1^* [RRID:BDSC_83688, (Tennessen et al. 2011)], and *ERR^2^* [RRID:BDSC_83689, (Tennessen et al. 2011)]. In the *ERR^cond.19–4^* construct, the endogenous *ERR* locus is flanked by two FRTs and is in the background of the previously described *ERR^2^* allele (Tennessen et al. 2011), which is a deletion of the entire *ERR* coding region plus portions of *atg18* and *CG7979*. Heat shock removes the majority of the *ERR* coding region, generating an *ERR* null animal. For the *ERR^cond.2^* construct, two FRTs surround a fluorescently tagged *ERR* BAC transgene (*ERR::GFP.FSFTF*) that is in trans to *ERR^1^* and *ERR^2^* mutant alleles (Beebe et al. 2020). The previously described *ERR^1^* allele contains an 84 bp deletion that removes the exon 2 splice acceptor, as well as two additional point mutations in exons 2 and 3 (Tennessen et al. 2011). Upon heat shock, an *ERR^1/2^* mutant animal is generated. Animals carrying these constructs develop normally prior to adulthood when *ERR* knockout is induced by heat shock as previously described (Beebe et al. 2020; Zike et al. 2025).

Flybase (flybase.org) was used as a reference tool throughout this study (Ozturk-Colak et al. 2024).

### RNA isolation

Ten adult females of each control or *ERR* conditional knockout genotype were flash frozen in liquid nitrogen and lysed in 500 µl lysis buffer from the RNAqueous-4PCR DNA-free RNA isolation for RT-PCR kit (Invitrogen) as previously described (Zike et al. 2025). RNA was extracted from three independent experiments using manufacturer's instructions.

### RNA sequencing (RNA-seq)

cDNA library preparation, Illumina sequencing, and differential expression analysis was performed by Novogene Bioinformatics Technology Co., Ltd (Beijing, China). cDNA was prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs) according to manufacturer's instructions. Quality assessment for the cDNA library for each sample was assessed using an Aligent Bioanalyzer 2100, followed by sequencing on a NovaSeq6000 platform with PE150 read lengths.

Sequencing reads were aligned to the *Drosophila melanogaster* reference genome using the TopHat read alignment tool (Trapnell et al. 2009). Reference sequences were downloaded from the Ensembl project website (useast.ensembl.org). TopHat alignments generated read counts for each gene using HTSeq, which were subsequently used to generate differential expression results using the DESeq2 R package (Anders et al. 2015). Differentially expressed genes with a corrected *P* value less than 0.05 were considered significant. Gene ontology (GO), KEGG pathway, and REACTOME pathway enrichment of differentially expressed genes were analyzed using PAthway, Network and Gene-set Enrichment Analysis (PANGEA) (Hu et al. 2023).

## Results and discussion

### RNA-seq of *ERR* conditional knockout females to identify differentially expressed genes

ERR-dependent transcripts have been identified in mixed-sex larvae (Tennessen et al. 2011) and adult males (Beebe et al. 2020); however, an adult female-specific dataset is currently unavailable. To identify downstream transcriptional targets of ERR specifically in adult females, we performed RNA-seq analysis from control and whole-body *ERR* conditional knockout females, which allows animals to develop normally prior to adulthood when *ERR* deletion is induced (Fig. 1a). We induced sequential heat shock treatments at 37°C (separated by 24 h) to zero-to-two day old *ERR^cond.19–4^* or *ERR^cond.2^* females and compared the differentially expressed genes to their respective no heat shock sibling control 7 d after heat shock (AHS). 

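RNA from whole females was sequenced in 12 libraries, 3 from heat shocked *ERR cond.2* females, 3 from their no heat shock siblings, and 3 from each of the corresponding *ERR cond.19-4* groups. Each library was made from 10 females. In *ERR cond.2* females the heat shock removes the FRT-flanked *ERR::GFP* transgene from animals that carry the *ERR1* and *ERR2* mutant alleles, whereas in *ERR cond.19-4* females it removes the FRT-flanked endogenous gene in the *ERR2* background. The authors aligned the reads with TopHat and counted them per gene with HTSeq. The deposited raw counts were tested here with edgeR's quasi-likelihood test, each heat shocked group against its own siblings. A transcript was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. Changes are given as log2 of knockout over control with their standard error (SE). Levels are given in CPM, counts scaled to library size by the trimmed mean of M values over the 6 libraries of an allele, as mean ± SD of 3 libraries. The control females were not heat shocked, so the heat shock and the loss of *ERR* cannot be separated in either comparison. The count table numbers the alleles instead of naming them. The group numbered 2 was taken as *ERR cond.2*, a match that is not stated in the sources used here. The gene lists, the rule for naming genes and the settings compared were fixed before the data were examined, except for the setting without libraries 1 of both *ERR cond.2* groups and the naming of *PyK*, *Got1*, *Got2*, *Hex-C* and *mthl5*.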

We and others previously showed that this manipulation and time course is sufficient to downregulate known ERR targets (Beebe et al. 2020; Zike et al. 2025).

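*ERR* (FBgn0035849) lies on the minus strand of chromosome 3L from 8183361 to 8186671. In *ERR cond.19-4* females its transcript fell from 6.87 ± 1.15 CPM in controls to 3.86 ± 0.407 CPM in knockouts (log2 fold change −0.83, SE 0.18, adjusted p = 0.0228, edgeR). In *ERR cond.2* females it stood at 9.59 ± 1.84 CPM in controls and 9.63 ± 0.478 CPM in knockouts (log2 fold change 0.01, SE 0.17, adjusted p = 0.988, edgeR). Transcripts of the *ERR1* mutant allele in these females could be counted as *ERR*, so this value does not measure the removal of the transgene. *mthl7* (8178675 to 8180514, minus strand) is a member of the methuselah family of receptors. Its transcript rose with both alleles, from 0.910 ± 0.653 to 16.3 ± 0.288 CPM in *ERR cond.19-4* females (log2 fold change 4.14, SE 0.30, adjusted p = 4.3e-06, edgeR). The 3 *ERR cond.2* libraries of each group had 2.99 to 4.39 CPM in controls and 13.2 to 15.2 CPM in knockouts (log2 fold change 2.04, SE 0.18, adjusted p = 0.00642, edgeR). *CG7979* (8180923 to 8183369, plus strand) lies between *mthl7* and *ERR*, and the *ERR2* deletion, which knockouts and controls carry alike, reaches part of it. Its transcript fell in *ERR cond.19-4* females (log2 fold change −0.65, adjusted p = 0.0207, edgeR), and its log2 fold change in *ERR cond.2* females was −0.37 (adjusted p = 0.135, edgeR). *Atg18a* (8186857 to 8191118, plus strand), the other neighbor that the deletion reaches, had log2 fold changes of 0.28 in *ERR cond.2* females (adjusted p = 0.213, edgeR) and −0.07 in *ERR cond.19-4* females (adjusted p = 0.665, edgeR). Without the *ERR cond.19-4* control of number 1 the call of *ERR* was lost (log2 fold change −0.70, adjusted p = 0.0934, edgeR). That of *CG7979* was lost without control 1 or 2 or knockout 1 or 3 (adjusted p = 0.0510 to 0.0972, edgeR). *CG7979* overlaps the end of *ERR*, and *CR45869* and *CR45870* lie within *ERR* on the plus strand with 0 and at most 4 counts in any library. Whether the counting used the strand is not given in the sources used here.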

**Fig. 1.**
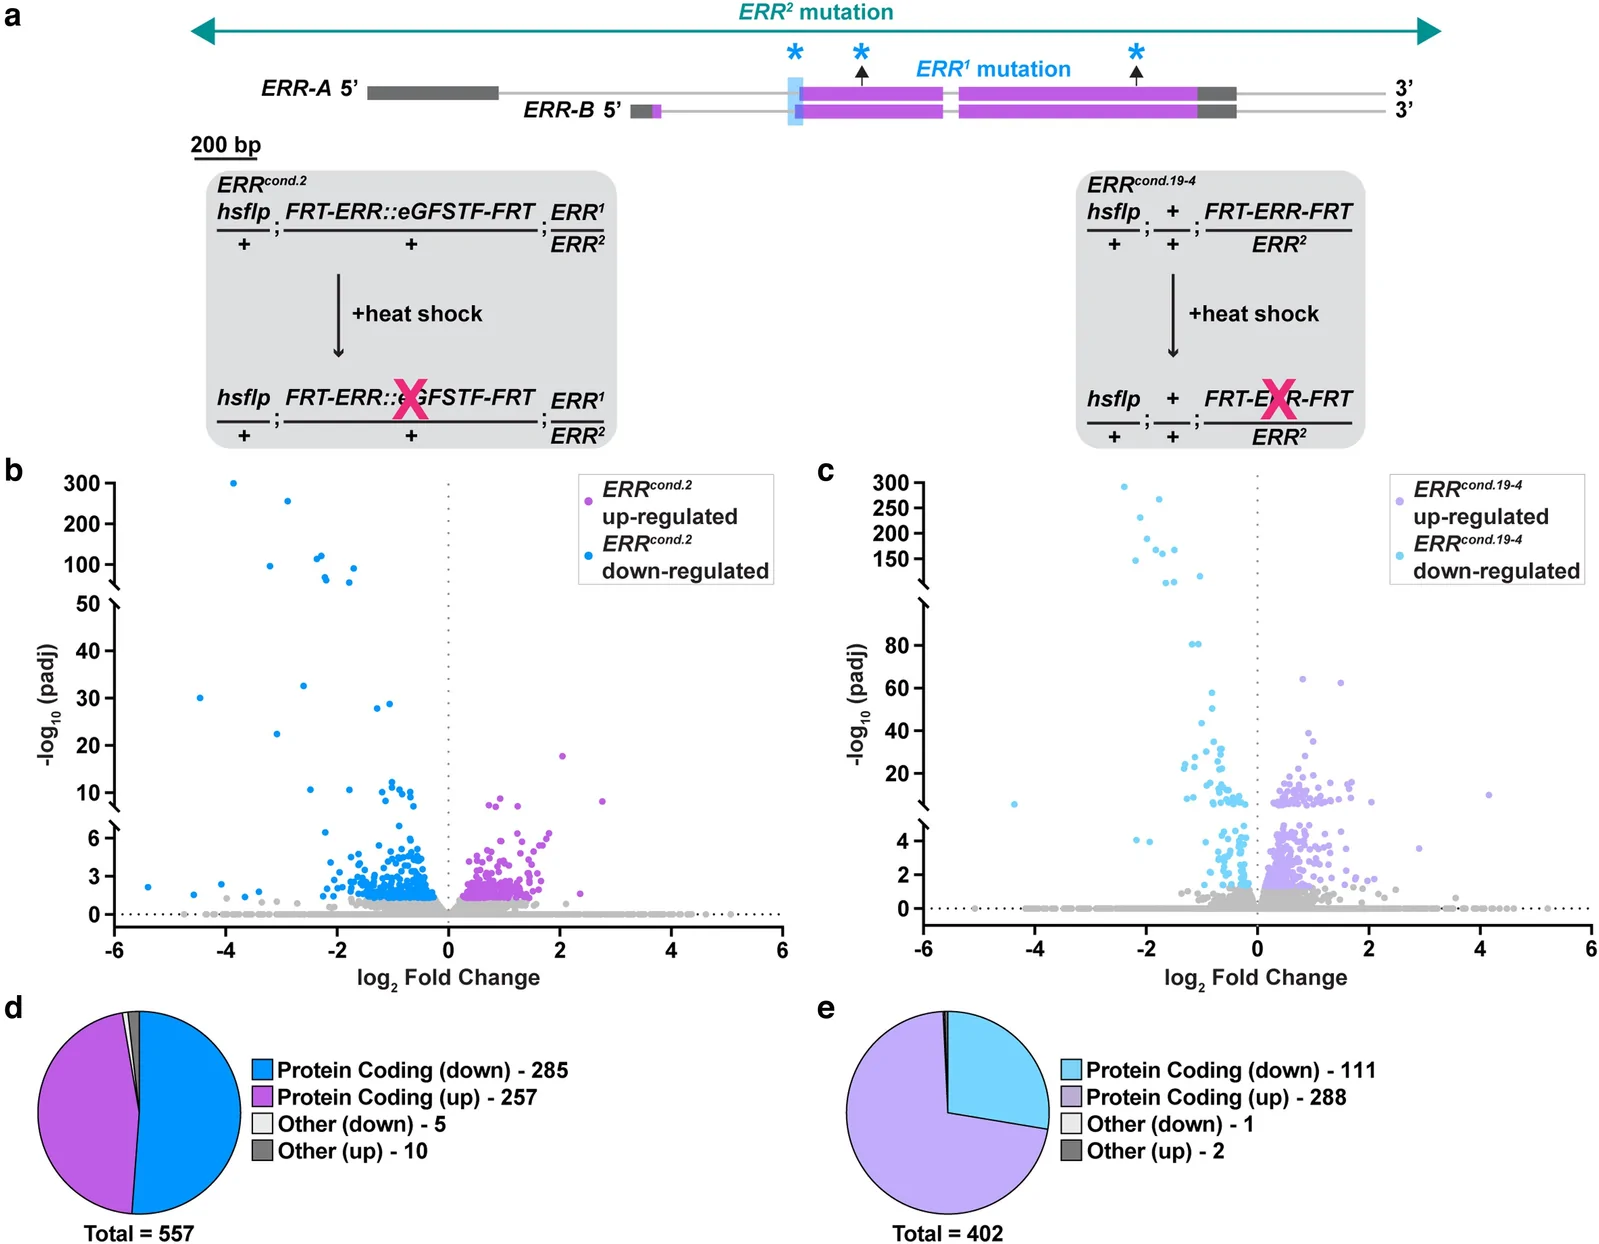
Conditional knockout of *ERR* in adult females differentially regulates over 400 genes. a) Schematic of the *ERR* locus, *ERR^1^* and *ERR^2^* mutants, and *ERR* conditional knockout alleles. Asterisks indicate the locations of the 84 bp deletion and point mutations in the *ERR^1^* allele. b, c) Volcano plots of differentially expressed genes from *ERR^cond.2^* (b) or *ERR^cond.19–4^* (c) females graphing the statistical significance [−log_10_(*P*_adj_)] to the magnitude of differential expression (log_2_ Fold Change). d, e) Pie charts comparing the number of upregulated and downregulated genes in *ERR^cond.2^* (d) or *ERR^cond.19–4^* (e) females.

RNA-seq produced an average of 45,427,224 reads across the 12 sequencing libraries (each respective control and *ERR* conditional knockout condition in triplicate), mapping an average 94% of the reads to the *D. melanogaster* genome (Adams et al. 2000) (Supplementary Table 1). 

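The counts assigned to genes came to between 17167432 and 20625801 per library, with a mean of 19194245. The group medians were 18415484 for *ERR cond.2* controls, 18983128 for *ERR cond.2* knockouts, 19592165 for *ERR cond.19-4* controls and 19319301 for *ERR cond.19-4* knockouts. *mt:lrRNA*, the mitochondrial large ribosomal RNA, took 11.0% ± 0.663% of the counts in *ERR cond.2* controls, 9.43% ± 1.15% in *ERR cond.2* knockouts, 8.27% ± 0.983% in *ERR cond.19-4* controls and 8.91% ± 0.215% in *ERR cond.19-4* knockouts (mean ± SD, n = 3). With changes simulated on libraries of this depth and spread, edgeR recovered 79.2% of the 2-fold changes in *ERR cond.2* and 88.4% in *ERR cond.19-4* females. It recovered 30.0% and 68.3% of the 1.5-fold changes. The simulated genes varied independently of each other, with the spread that edgeR estimated.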

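Of the 13917 protein coding genes in the count table, 12216 had at least 1 count in any of the 12 libraries and 9784 had a count in every library. The other 3641 genes included 1690 with a count in any library and 380 with a count in every library. Of those 1690, 1193 were lincRNAs and 47 were pre-miRNAs. Pseudogenes, rRNAs, snoRNAs, snRNAs and tRNAs made up the remaining 450.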

Over 11,000 transcripts were mapped to protein coding genes, whereas about 1,200 transcripts were identified as either pseudogenes, ribosomal RNA (rRNA), small nucleolar RNA (snoRNA), small nuclear RNA (snRNA), or transfer RNA (tRNA) (Supplementary Tables 2 and 3). Although we enriched for mRNAs using oligo(dT) beads for poly(A) selection, this method does not eliminate non-coding RNAs that contain poly(A) tails (Cai et al. 2004; Wilhelm et al. 2008; Cabili et al. 2011).

*ERR* knockout using the *ERR^cond.2^* allele identified 557 significantly differentially expressed transcripts (*P*_adj_ ≤ 0.05, Fig. 1b), with most transcripts representing protein coding genes. Of those differentially expressed transcripts, 285 were downregulated protein coding genes (indicating positive regulation by ERR), and ∼260 were significantly upregulated (indicating genes negatively regulated by ERR activity) (Fig. 1d). 

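In *ERR cond.2* females, 45 transcripts were lower and 16 were higher in knockouts than in controls, of 9660 tested with edgeR, and 44 and 16 of these were protein coding. The lower transcripts were led by *CG32444* (FBgn0043783, chromosome 3L from 21636947 to 21639060), which fell from 101 ± 34.6 to 4.58 ± 2.28 CPM (log2 fold change −4.46, SE 0.42, adjusted p = 0.00791, edgeR). *Sodh-1*, a sorbitol dehydrogenase, fell from 70.5 ± 19.1 to 8.32 ± 2.78 CPM (log2 fold change −3.08, SE 0.30, adjusted p = 0.00904, edgeR). *Cyp4e3*, a cytochrome P450, fell from 73.7 ± 36.3 to 13.2 ± 2.80 CPM (log2 fold change −2.48, adjusted p = 0.0380, edgeR). Among the higher transcripts, *CG30101* rose from 0.911 ± 0.574 to 6.15 ± 0.417 CPM (log2 fold change 2.75, adjusted p = 0.0423, edgeR). The metallothionein gene *MtnE* rose from 1.94 ± 0.370 to 6.23 ± 1.29 CPM (log2 fold change 1.68, adjusted p = 0.0400, edgeR). For each of the 61 transcripts, all 3 knockout libraries lay on 1 side of all 3 controls, as they did for 30.5% of all genes tested, where chance gives 10%. The same libraries differed in some markers of the ovary and fat body. Yolk protein genes took 8.65%, 5.65% and 8.26% of the counts in *ERR cond.2* controls 1, 2 and 3, and 2.90%, 3.73% and 5.01% in knockouts 1, 2 and 3. Vitelline membrane genes, which follicle cells express, took 0.282%, 0.685% and 0.484% in the controls and 1.65%, 1.30% and 0.869% in the knockouts. Germline genes overlapped, at 0.268% to 0.300% in the controls and 0.274% to 0.305% in the knockouts. On the first principal component of the 6 libraries, controls 1, 2 and 3 stood at −23.6, −3.08 and −12.4 and knockouts 1, 2 and 3 at 24.6, 8.99 and 5.49. Without libraries 1 of both groups 18 transcripts were lower and 1 was higher, all 19 among the 61, in a setting chosen after seeing the data. The edgeR calls of *CG32444* and *Sodh-1* were lost without knockout 3 (adjusted p = 0.0510 for each), that of *CG32444* also without both libraries 1. Those of *CG30101* and *Cyp4e3* were lost without control 3 or any knockout, and that of *MtnE* without any 1 library. Without control 1, control 3 or knockout 1, 2 or 3, in turn, 35, 20, 15, 16 and 25 transcripts passed, and without control 2 the higher ones numbered 6. With library sizes from total counts, where the median log2 fold change of all genes was 0.08 instead of −0.01, 31 were lower and 24 higher. With all 12 libraries in 1 fit 628 were lower and 786 higher, and with DESeq2 291 and 267. With the replicate number as a block, although the numbers were not taken to pair the libraries, 9 were lower and 0 higher. Of the 35 named genes called in *ERR cond.2* females 26 lost the call there.

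**Figure D1:**
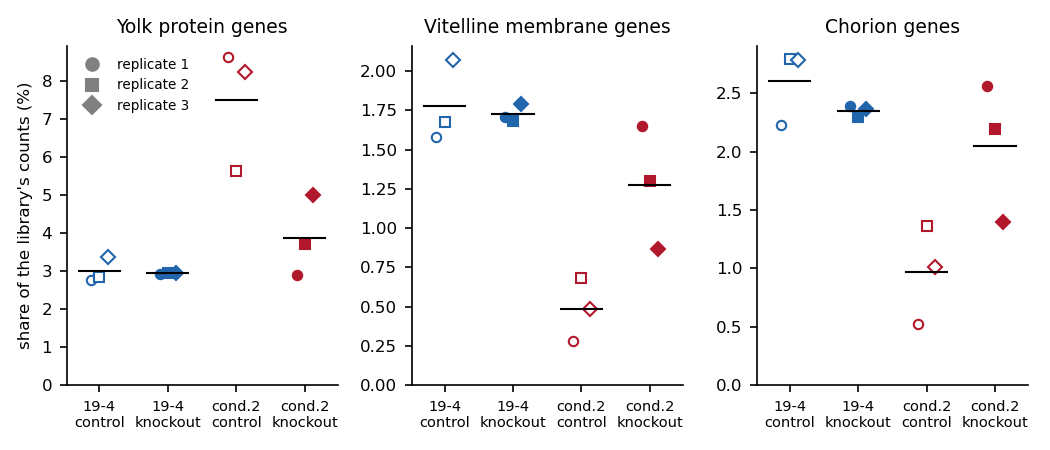
Share of each library's counts, in percent, in yolk protein, vitelline membrane and chorion genes, with controls as open and knockouts as filled symbols, replicates 1, 2 and 3 as circle, square and diamond, and the group mean as a line. In *ERR cond.2* females the yolk protein share is lower and the vitelline membrane share higher in all 3 knockouts than in all 3 controls. For *ERR cond.19-4* females the yolk protein share lies between 2.77% and 3.37% in every library.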

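Of 9717 transcripts tested in *ERR cond.19-4* females with edgeR, 101 were lower and 259 were higher in knockouts. *Pgi*, the glucose-6-phosphate isomerase of glycolysis, fell from 303 ± 12.5 to 93.1 ± 6.42 CPM (log2 fold change −1.70, SE 0.06, adjusted p = 1.5e-09, edgeR). *AGBE* (FBgn0053138, chromosome 2R from 13171401 to 13174796), the glycogen branching enzyme, fell from 169 ± 4.64 to 47.7 ± 1.95 CPM (log2 fold change −1.82, SE 0.05, adjusted p = 6.3e-10, edgeR). Among the higher transcripts were *GstD2*, a glutathione S-transferase, from 4.08 ± 0.869 to 13.2 ± 0.106 CPM (log2 fold change 1.69, SE 0.16, adjusted p = 3.9e-05, edgeR). The antimicrobial peptide genes *AttD* (log2 fold change 2.05, adjusted p = 0.00260, edgeR) and *CecA1* (log2 fold change 2.48, adjusted p = 0.0364, edgeR) rose as well. *CG14499* rose from 23.3 ± 4.35 to 74.5 ± 17.7 CPM (log2 fold change 1.68, adjusted p = 4.1e-05, edgeR). The 3 knockout libraries lay below all 3 controls for all 101 lower transcripts and above them for 257 of the 259 higher ones. Of all genes tested 20.3% separated in this way, against 10% by chance. The median spread between replicates, as edgeR's biological coefficient of variation, was 0.0763, against 0.130 in *ERR cond.2* females. The call of *CecA1* was lost without control 1 or 2 or knockout 3 (adjusted p = 0.0911 to 0.131, edgeR) and with DESeq2 (adjusted p = 0.0766). Without knockout 2 the count was 224, with 147 higher, and without knockout 1 the higher transcripts numbered 162. With all 12 libraries in 1 fit, which share 1 estimate of the spread, 53 transcripts were lower and 41 higher.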

In the *ERR^cond.19–4^* condition, ∼400 genes were differentially regulated (Fig. 1c), with 111 protein coding genes significantly downregulated and 288 transcripts upregulated (Fig. 1e).

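The change in *ERR cond.2* females was compared with the change in *ERR cond.19-4* females for each of 10029 genes, as the interaction in an edgeR fit of all 12 libraries. It was more negative in *ERR cond.2* females for 3 glycolytic transcripts, *Gapdh2* (log2 difference −1.46, SE 0.11, adjusted p = 1.8e-04, edgeR), *Pfk* (−1.01, SE 0.15, adjusted p = 0.0410, edgeR) and *Tpi* (−0.78, SE 0.10, adjusted p = 0.0174, edgeR). The same held for *Lsp1alpha*, a larval serum protein gene (−2.92, SE 0.38, adjusted p = 0.0174, edgeR), *Cyp4e3* (−3.11, SE 0.46, adjusted p = 0.0410, edgeR) and *GstD2* (−1.59, SE 0.24, adjusted p = 0.0433, edgeR). These 6 were the transcripts past the threshold by edgeR, where none was more positive in *ERR cond.2* females, while 2222 had an unadjusted p under 0.05. Across the 9457 genes tested with both alleles, the log2 fold changes had a Pearson r of 0.0167 and a Spearman rho of −0.0303. Genes are not independent replicates in these correlations. Of the 101 transcripts lower in *ERR cond.19-4* females 84 also had a negative log2 fold change in *ERR cond.2* females, and of the 257 higher ones tested with both alleles 117 had a positive one. The control groups themselves differed in 4707 transcripts, 2429 lower and 2278 higher in *ERR cond.2* than in *ERR cond.19-4* controls (edgeR). DESeq2 called 488 transcripts for the difference between the alleles, 213 more negative and 275 more positive in *ERR cond.2* females, and by edgeR 26 passed without libraries 1 of both *ERR cond.2* groups, where r was 0.161 and rho 0.166. Leaving out 1 library gave 489 without *ERR cond.2* knockout 3, 98 without *ERR cond.2* control 2, 9 without *ERR cond.19-4* control 2, and 1 to 3 without any other *ERR cond.19-4* library or *ERR cond.2* knockout 2.

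**Figure D2:**
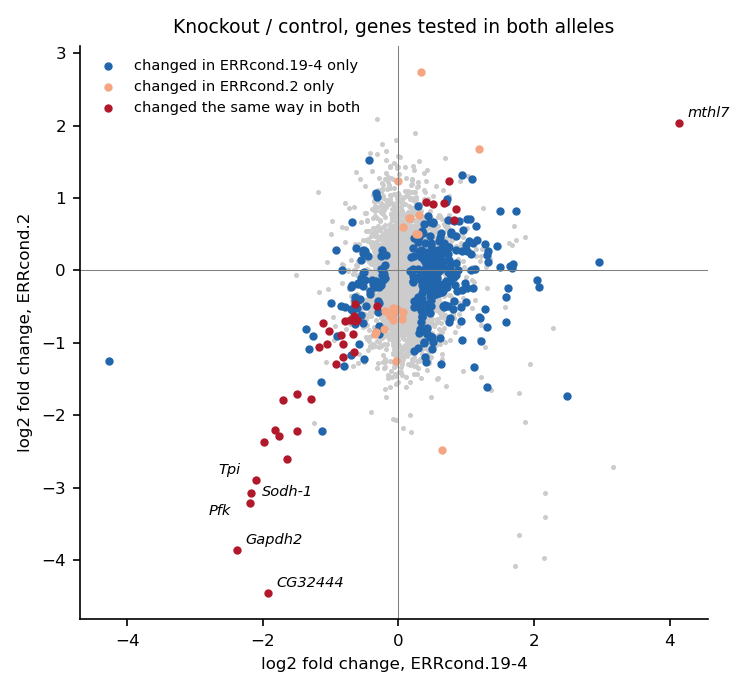
Log2 fold change of knockout over control in *ERR cond.19-4* females (x axis) and *ERR cond.2* females (y axis) for the 9457 genes tested with both alleles, with transcripts changed in *ERR cond.19-4* females only in blue, in *ERR cond.2* females only in orange, the same way with both in red, and all others in gray. The 30 transcripts lower with both alleles lie at the lower left, and most blue points lie near 0 on the y axis.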

The difference in differentially expressed transcripts is most likely due to differences in allelic strength. We previously reported that the *ERR^cond.2^* allele significantly decreased egg production, the number of germline stem cells, and known components of the pentose phosphate pathway (PPP) compared to the *ERR^cond.19–4^* allele (Zike et al. 2025), suggesting the *ERR^cond.2^* allele may be a stronger manipulation. Collectively, our results suggest that our transcriptomic approach identifies the majority of genes expressed in adult *D. melanogaster* females and identifies significantly differentially expressed genes in the absence of *ERR*.

### *ERR* knockout in adult females downregulates the expression of 117 transcripts

To identify the candidates most likely to be direct targets of ERR in adult females, we first compared the differentially expressed genes that were downregulated in the *ERR^cond.2^* and *ERR^cond.19–4^* alleles. 

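*CG32444* and *Sodh-1* were lower in *ERR cond.19-4* knockouts as well, with log2 fold changes of −1.93 (adjusted p = 3.3e-04, edgeR) and −2.17 (adjusted p = 2.4e-04, edgeR). In all, 30 transcripts were lower with both alleles among the 9457 tested with both, where 0.481 would be shared by chance (one-sided Fisher's exact test, p = 1.9e-50). Another 15 were lower in *ERR cond.2* females alone and 71 in *ERR cond.19-4* females alone. No transcript changed in opposite directions with the 2 alleles by edgeR, and 7 lower and 3 higher in *ERR cond.2* females did so by DESeq2. Among the 30 were *Pglym78*, the phosphoglycerate mutase (log2 fold change −2.37 in *ERR cond.2* and −1.98 in *ERR cond.19-4* females), *Pgm*, the phosphoglucose mutase (−2.60 and −1.64), and *Mdh1*, the cytosolic malate dehydrogenase (−1.02 and −0.82). The aspartate aminotransferases *Got1* (−0.89 and −0.67) and *Got2* (−0.70 and −0.64) were also among them. The number was 17 without libraries 1 of both *ERR cond.2* groups. It was 14 without *ERR cond.2* control 3 or knockout 1, 15 without *ERR cond.2* knockout 2, and 18 without *ERR cond.2* knockout 3. With DESeq2 it was 49.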

Between the two conditions, 49 common transcripts were significantly decreased, where 241 downregulated transcripts (combining “protein coding” and “other”) were enriched in the *ERR^cond.2^* females compared to 63 unique transcripts in *ERR^cond.19–4^* females (Fig. 2a). To determine whether these genes clustered in similar biological pathways or enzymatic function, we performed enrichment analysis of our gene set using PAthway, Network, and Gene-set Enrichment Analysis (PANGEA) (Hu et al. 2023). Genes involved in metabolic pathways, carbohydrate metabolism, the PPP, and glycolysis were enriched in the most statistically significant categories (Supplementary Table 4). 

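Among the 30 transcripts lower with both alleles, 10 of the 14 glycolytic transcripts were found (Fisher's exact test, one-sided, adjusted p = 1.2e-21), 5 of 9 for glycogen and trehalose metabolism (adjusted p = 9.0e-10, same Fisher's exact test) and 4 of 7 for the PPP (adjusted p = 6.1e-08, same Fisher's exact test). The background was the genes tested with both alleles, and the p-values were adjusted over all lists and both directions. These lists were written down from knowledge of the pathways and stand in for the gene sets of PANGEA, which were not used here. For the transcripts lower in *ERR cond.19-4* females, digestive proteases were enriched as well, with 5 of 27 lower (Fisher's exact test, adjusted p = 9.5e-05), among them *Jon99Ciii* (log2 fold change −0.52) and *Jon99Cii* (−0.62, not called without knockout 2). In the same females 3 of the 27 were higher, DESeq2 called 3 lower and 3 higher, and the list as a set gave an adjusted p = 0.0944 (camera). Midgut genes passed narrowly there, with 2 of 13 lower (Fisher's exact test, adjusted p = 0.0496), and did not among DESeq2's calls (adjusted p = 0.626, same Fisher's exact test).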

In both conditions, transcript levels for components of glycolysis and the PPP were less abundant in the absence of *ERR* (Fig. 2, b to h). For example, transcripts for the glycolytic enzymes *Gapdh1*, *Gaphd2*, and *Tpi* were significantly decreased in both *ERR^cond.2^* and *ERR^cond.19–4^* females (Fig. 2, c to e). Furthermore, known PPP component transcripts (*Zw*, *Rpi*, and *Pgd*) were also significantly decreased when *ERR* was conditionally knocked out in adult females (Fig. 2, f to h). 

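Of 14 glycolytic transcripts, 10 were lower in *ERR cond.2* females and none was higher (12 lower when adjusted over the list alone), with a median log2 fold change of −1.75. Of the same 14, 12 were lower and 1 was higher in *ERR cond.19-4* females (12 and 1 when adjusted over the list alone), with a median of −1.49. *Pfk* (FBgn0003071, chromosome 2R from 10109740 to 10117457), the phosphofructokinase, had log2 fold changes of −3.21 (adjusted p = 3.8e-05, edgeR) and −2.19 (adjusted p = 3.3e-09, edgeR). *PyK*, the pyruvate kinase, stood at −0.84 and −1.03. *Eno* (FBgn0000579, chromosome 2L from 1724768 to 1729636), the enolase, fell from 951 ± 34.9 to 195 ± 12.3 CPM in *ERR cond.2* females and from 997 ± 9.97 to 293 ± 16.2 CPM in *ERR cond.19-4* females (adjusted p = 4.7e-05 and 6.3e-10, edgeR). The exception was the hexokinase *Hex-C*, which was higher in *ERR cond.19-4* females (log2 fold change 0.41). Of 7 PPP transcripts, 4 were lower in *ERR cond.2* females and 6 in *ERR cond.19-4* females (7 and 7 when adjusted over the list alone), with medians of −0.50 and −0.49. As sets, glycolytic transcripts were lower than other genes in *ERR cond.2* (camera, adjusted p = 1.4e-19) and *ERR cond.19-4* females (camera, adjusted p = 1.3e-22), and so were PPP transcripts (camera, adjusted p = 2.8e-07 and 1.1e-10). With an estimated correlation these camera calls were lost, at adjusted p = 0.0766 and 0.274 for glycolysis and 0.289 and 0.217 for the PPP. At the preset correlation camera passed 18 lists in *ERR cond.2* and 14 in *ERR cond.19-4* females. Splits that mixed knockouts with controls passed up to 15 and 13, so a camera call alone is not evidence of a knockout effect. The test fry asks whether the genes of a list move on balance in 1 direction. It gave adjusted p = 1.4e-05 and 7.4e-04 for glycolysis and 0.00428 and 9.4e-04 for the PPP. Between the alleles, the glycolytic set fell further in *ERR cond.2* females (camera, adjusted p = 1.5e-04, and adjusted p = 0.458 with an estimated correlation), whereas the PPP set gave an adjusted p = 0.256 (camera).

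**Figure D3:**
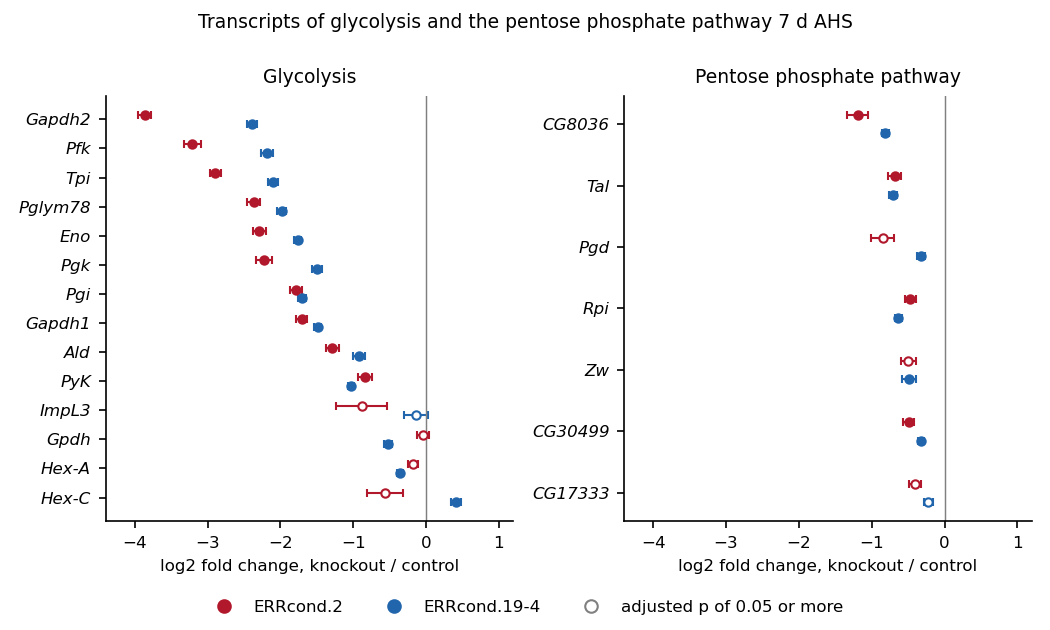
Log2 fold change of knockout over control with its SE for 14 glycolytic and 7 PPP transcripts in *ERR cond.2* (red) and *ERR cond.19-4* (blue) females (n = 3 libraries per group), with open circles for an adjusted p of 0.05 or more in edgeR. *Gapdh2* lies lowest, at −3.86 and −2.39, and *Hex-C* in *ERR cond.19-4* females lies above 0, at 0.41.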

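*Gapdh1* (FBgn0001091, chromosome 2R from 7791901 to 7793380) and *Gapdh2* (FBgn0001092, chromosome X from 15868145 to 15869661) encode glyceraldehyde-3-phosphate dehydrogenases. *Gapdh1* fell from 740.2 ± 23.7 to 227 ± 3.96 CPM in *ERR cond.2* females (log2 fold change −1.71, SE 0.08, adjusted p = 9.3e-05, edgeR) and from 920.4 ± 42.5 to 328 ± 16.5 CPM in *ERR cond.19-4* females (log2 fold change −1.49, SE 0.05, adjusted p = 2.8e-09, edgeR). *Gapdh2* fell with both alleles. It had 1184 to 1321 CPM in the 3 controls and 83.5 to 88.1 CPM in the 3 knockouts of *ERR cond.2* females (SE of the log2 fold change 0.09, adjusted p = 6.6e-06, edgeR). The *ERR cond.19-4* libraries had 1817 to 1922 CPM in controls and 317 to 396 CPM in knockouts (SE 0.07, adjusted p = 9.9e-10, edgeR). *Tpi* (FBgn0086355, chromosome 3R from 30132981 to 30134599), the triosephosphate isomerase, fell from 463 ± 12.4 to 62.3 ± 1.29 CPM in *ERR cond.2* females (log2 fold change −2.89, SE 0.08, adjusted p = 6.6e-06, edgeR). It fell as well in *ERR cond.19-4* females, with 670.4 to 694 CPM in controls and 144 to 177 CPM in knockouts (log2 fold change −2.10, SE 0.07, adjusted p = 1.2e-09, edgeR). For each of the 3 genes and both alleles, every knockout library lay below every control (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow).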

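*Rpi* (FBgn0050410, chromosome 2R from 23355183 to 23356441), the ribose-5-phosphate isomerase, fell from 128 ± 8.04 to 92.1 ± 1.28 CPM in *ERR cond.2* females (log2 fold change −0.47, SE 0.07, adjusted p = 0.0465, edgeR) and from 164 ± 4.67 to 106 ± 5.00 CPM in *ERR cond.19-4* females (log2 fold change −0.64, SE 0.05, adjusted p = 4.8e-06, edgeR). *Zw* (FBgn0004057, chromosome X from 19667252 to 19672353), the glucose-6-phosphate dehydrogenase at the entry of the PPP, fell in *ERR cond.19-4* females from 34.1 ± 4.08 to 24.3 ± 0.803 CPM (log2 fold change −0.49, SE 0.09, adjusted p = 0.0105, edgeR). *Zw* in *ERR cond.2* females stood at 28.3 ± 0.494 CPM in controls and 20.1 ± 1.89 CPM in knockouts and did not pass the test (log2 fold change −0.50, SE 0.10, adjusted p = 0.0938, edgeR). *Pgd* (FBgn0004654, chromosome X from 2145136 to 2148566), the 6-phosphogluconate dehydrogenase, fell in *ERR cond.19-4* females from 137 ± 8.72 to 109 ± 6.39 CPM (log2 fold change −0.33, SE 0.06, adjusted p = 0.00581, edgeR). Its level in *ERR cond.2* females was 187 ± 28.0 CPM in controls and 104 ± 18.6 CPM in knockouts (log2 fold change −0.85, SE 0.16, adjusted p = 0.0833, edgeR). *CG17333* (*Pgls*), the 6-phosphogluconolactonase, had log2 fold changes of −0.41 (adjusted p = 0.109, edgeR) and −0.22 (adjusted p = 0.0670, edgeR). DESeq2 called *Zw* in *ERR cond.2* females (adjusted p = 0.00801, in a range of 0.00801 to 0.395 over all settings) and *Pgd* (adjusted p = 3.9e-04 with DESeq2, 3.9e-04 to 0.408 over all settings). The call of *Rpi* was lost there with total counts, without libraries 1 of both groups and without any 1 library but control 1 (adjusted p over all edgeR and DESeq2 settings 2.8e-04 to 0.373). *Zw* was not called in *ERR cond.19-4* females without knockout 2 (adjusted p = 0.0524, edgeR), nor *Pgd* with all 12 libraries in 1 fit (adjusted p = 0.510, edgeR).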

Consistent with previous reports (Tennessen et al. 2011; Beebe et al. 2020; Fasteen et al. 2025), our results confirm that ERR is a conserved central regulator of metabolism between organisms, at different developmental stages, and between the sexes.

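Transcripts of glycogen metabolism were lower along with glycolysis and the PPP, in a list that also holds trehalose genes. Of 9 tested, 5 were lower in *ERR cond.2* females and 5 in *ERR cond.19-4* females, and none was higher (7 lower in *ERR cond.2* females and 5 lower and 2 higher in *ERR cond.19-4* females when adjusted over the list alone). The same 5 were called with both alleles, and none of the trehalose genes was among them. In *ERR cond.19-4* females 3 of the 9 had a positive log2 fold change. *GlyS* (FBgn0266064), the glycogen synthase, fell from 149 ± 4.72 to 71.3 ± 1.96 CPM in *ERR cond.2* females (log2 fold change −1.06, SE 0.07, adjusted p = 6.0e-04, edgeR) and from 196 ± 9.11 to 87.1 ± 1.29 CPM in *ERR cond.19-4* females (log2 fold change −1.17, SE 0.05, adjusted p = 9.1e-09, edgeR). *GlyP*, the glycogen phosphorylase, had log2 fold changes of −1.02 (adjusted p = 0.0115, edgeR) and −1.06 (adjusted p = 3.5e-08, edgeR). The list of 20 transcripts for the tricarboxylic acid cycle also holds enzymes beside the cycle, such as the cytosolic *Mdh1*. *Mdh1* was the 1 member past the threshold in *ERR cond.2* females, where it was lower (adjusted p = 0.0162, edgeR), and 1 member was lower and 6 were higher when adjusted over the list alone, with 1 lower and 3 higher by DESeq2. With the other allele *Mdh1* was lower (adjusted p = 3.3e-07, edgeR) and *Nc73EF*, the oxoglutarate dehydrogenase, was higher (log2 fold change 0.21, adjusted p = 0.0154, edgeR), as when adjusted over the list alone. None of the 66 oxidative phosphorylation transcripts passed the test with either allele, by edgeR or when adjusted over the list alone, and DESeq2 called 3 higher in *ERR cond.2* and 1 higher in *ERR cond.19-4* females. As a set they were higher than other genes in *ERR cond.2* (median log2 fold change 0.12, camera, adjusted p = 1.8e-04) and *ERR cond.19-4* females (0.09, camera, adjusted p = 1.8e-07). With an estimated correlation camera gave an adjusted p = 0.313 and 0.674, and fry gave an adjusted p = 0.00970 and 0.213. The calls in *ERR cond.2* females were lost for *GlyP* without control 3 or knockout 1 or 3 and for *Mdh1* without control 3 or knockout 1 or 2, and that of *Nc73EF* in *ERR cond.19-4* females without control 1 or 2 or knockout 1 or 2. From the lower transcript levels of glycolytic and PPP enzymes with both alleles, together with earlier reports in other settings, the paper concludes that ERR is a conserved central regulator of metabolism.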

**Fig. 2.**
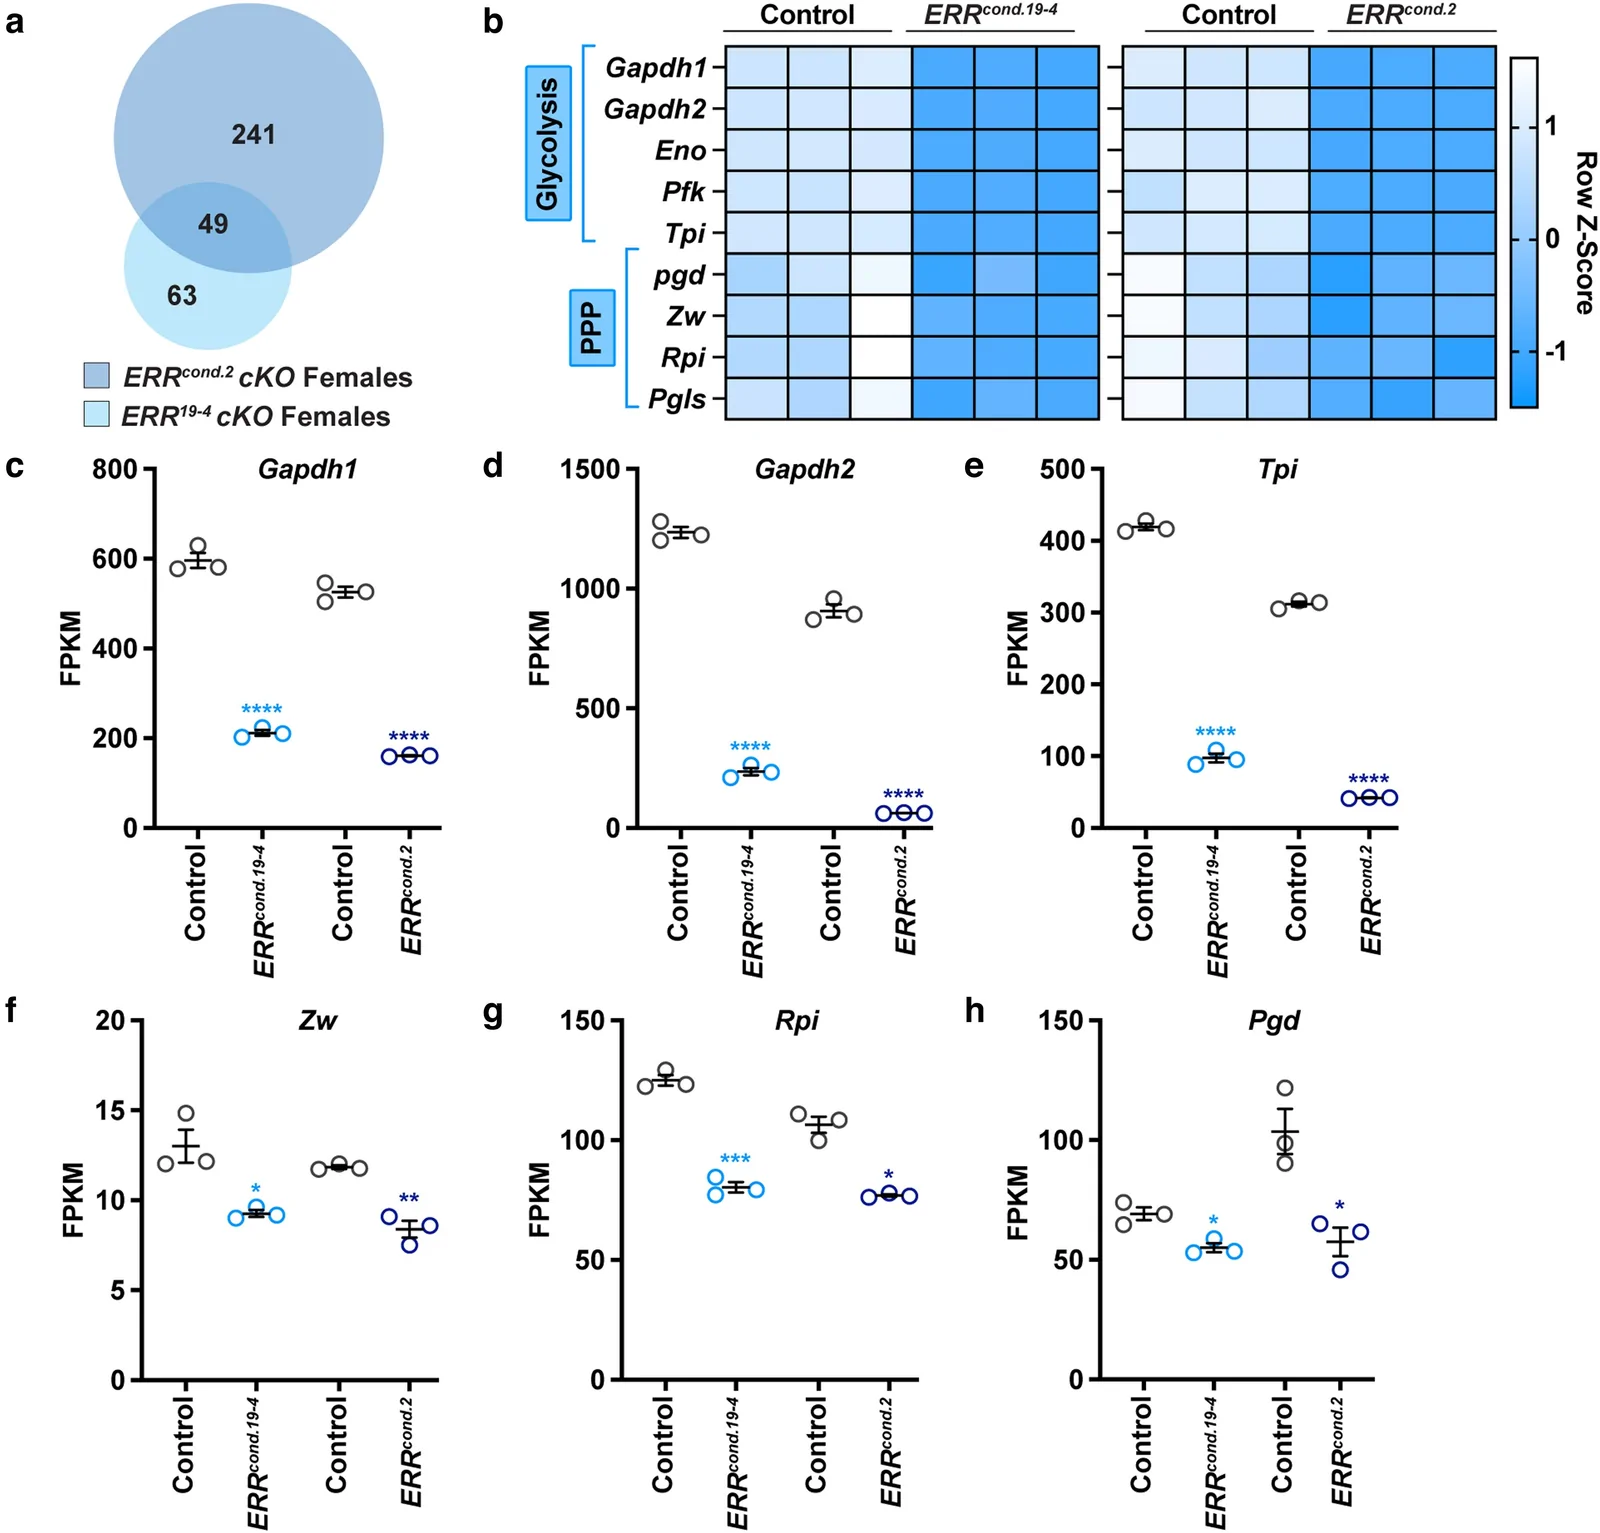
Loss of *ERR* in adult females downregulates glycolytic and pentose phosphate pathway enzymes. a) Venn diagram indicating the common and distinct downregulated transcripts in *ERR^cond.2^* and *ERR^cond.19–4^* females. b) Heat map showing the relative glycolytic and pentose phosphate pathway transcript levels in control, *ERR^cond.2^*, and *ERR^cond.19–4^* females. c to h) Quantification of normalized transcript expression (FPKM) for glycolytic (c–e) and pentose phosphate pathway (PPP) (f–h) enzymes in control, *ERR^cond.2^*, and *ERR^cond.19–4^* adult females. Data shown as mean ± SEM. ****P < 0.0001, **P < 0.01, *P < 0.05.

### Loss of *ERR* in adult females upregulates fatty acid metabolism genes

Loss of *ERR* also resulted in transcriptional upregulation, suggesting possible indirect mechanisms of transcript repression under normal conditions. Inducing *ERR* conditional knockout with both alleles significantly upregulated 28 common transcripts (Fig. 3a). 

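*mthl7*, *CG34166*, *CG14292*, *CG9568*, *CG4363*, *CG13309* and *Acbp3* were the 7 transcripts higher with both alleles by edgeR. *CG34166* had log2 fold changes of 1.23 in *ERR cond.2* (adjusted p = 0.0400, edgeR) and 0.75 in *ERR cond.19-4* females (adjusted p = 0.0136, edgeR), and *CG13309* of 0.92 (adjusted p = 0.0115, edgeR) and 0.51 (adjusted p = 0.00126, edgeR). For *CG14292* they were 0.84 and 0.86, for *CG9568* 0.93 and 0.68, and for *CG4363* 0.69 and 0.82. Chance would give 0.435 shared transcripts (one-sided Fisher's exact test, p = 9.4e-08). Another 9 were higher in *ERR cond.2* females alone and 250 in *ERR cond.19-4* females alone. The calls in *ERR cond.2* females were lost for *CG34166* without any 1 library but knockout 3, for *CG14292* without any but control 2, for *CG9568* without any but control 1, for *CG13309* without control 3 or any knockout, and for *CG4363* without any 1 library. That of *CG34166* in *ERR cond.19-4* females was lost without control 1 or 3 or knockout 1 or 2. With total counts 12 were shared and with DESeq2 28. Without libraries 1 of both *ERR cond.2* groups, or without *ERR cond.2* knockout 1 or 2, 1 was shared, 2 were without *ERR cond.2* control 3 or knockout 3, and 3 without *ERR cond.2* control 2.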

We next used PANGEA to determine whether these upregulated genes clustered according to biological function. PANGEA analysis (Supplementary Table 5) showed that enzymes required for fatty acid metabolism were enriched in the common upregulated genes. For example, in both *ERR* conditional knockout alleles, *Acyl-CoA binding protein 3* (*Acbp3*) and *CG16985* transcripts were significantly increased (Fig. 3, b and c). 

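Of 9 transcripts for acyl-CoA binding proteins and acyl-CoA thioesterases, 4 were higher in *ERR cond.19-4* females and 1 in *ERR cond.2* females, and none was lower (6 and 3 higher when adjusted over the list alone). *CG15829* (*Acbp6*), an acyl-CoA binding protein gene, rose from 15.4 ± 3.06 to 32.8 ± 2.36 CPM in *ERR cond.19-4* females (log2 fold change 1.09, SE 0.12, adjusted p = 2.2e-04, edgeR), and stood at a log2 fold change of 0.37 in *ERR cond.2* females (adjusted p = 0.551, edgeR). *CG16986*, a predicted thioesterase beside *CG16985*, rose in *ERR cond.19-4* females (log2 fold change 0.73, adjusted p = 9.7e-04, edgeR) and stood at a log2 fold change of 0.23 in *ERR cond.2* females (adjusted p = 0.394, edgeR). As a set the list was higher than other genes in *ERR cond.19-4* females (camera, adjusted p = 5.8e-06, and adjusted p = 0.389 with an estimated correlation), and in *ERR cond.2* females camera gave an adjusted p = 0.0567 with a median log2 fold change of 0.23. Among the 7 transcripts higher with both alleles, 1 was on the list (Fisher's exact test, adjusted p = 0.106). The acyl-CoA list passed in *ERR cond.2* females when camera was run on DESeq2's results (adjusted p = 0.0161, in a range of 0.0161 to 0.428 over all settings), and DESeq2 placed 2 of its members among the transcripts higher with both alleles (Fisher's exact test, adjusted p = 0.0041). Of the 21 transcripts for fatty acid oxidation and lipolysis, none passed the test with either allele by edgeR, and DESeq2 called 2 lower in *ERR cond.2* females. As a set they were lower than other genes in *ERR cond.2* females (camera, adjusted p = 0.0120, and adjusted p = 0.428 with an estimated correlation). The adult fat body list was lower in the same libraries (median log2 fold change −0.88, camera, adjusted p = 0.00107, and adjusted p = 0.428 with an estimated correlation), so less fat body RNA was not separated from lower expression.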

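*Acbp3* (FBgn0250836, chromosome 3L from 7130874 to 7131505) rose from 46.5 ± 8.16 to 89.4 ± 7.97 CPM in *ERR cond.2* females (log2 fold change 0.94, SE 0.13, adjusted p = 0.0380, edgeR) and from 140.4 ± 22.8 to 185 ± 6.28 CPM in *ERR cond.19-4* females (log2 fold change 0.40, SE 0.09, adjusted p = 0.0228, edgeR). *CG16985* (FBgn0035355, chromosome 3L from 2599297 to 2600242) rose in *ERR cond.19-4* females from 26.9 ± 1.27 to 37.1 ± 4.95 CPM (log2 fold change 0.46, SE 0.10, adjusted p = 0.0171, edgeR). With the other allele it stood at 19.6 ± 1.48 CPM in controls and 27.2 ± 2.52 CPM in knockouts and did not pass the test (log2 fold change 0.48, SE 0.11, adjusted p = 0.118, edgeR). All 3 knockout libraries of *Acbp3* in *ERR cond.2* females lay above all 3 controls. The *ERR cond.19-4* call of *CG16985* was lost without control 3 or knockout 2 and with all 12 libraries in 1 fit (adjusted p over all edgeR and DESeq2 settings 0.00102 to 0.0874). DESeq2 called *CG16985* in *ERR cond.2* females (adjusted p = 0.0205, 0.0162 to 0.389 over all settings). The edgeR call of *Acbp3* was lost in *ERR cond.2* females without libraries 1 of both groups and without any 1 library but control 3 (adjusted p over all settings 1.7e-06 to 0.175), and in *ERR cond.19-4* females with all 12 libraries in 1 fit and without control 1 or 2 or knockout 1 or 2 (1.3e-04 to 0.317).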

Members of the ACBP family prevent acyl-CoA hydrolysis to regulate lipid metabolism (Majerowicz et al. 2016); whereas *CG16985* encodes a predicted fatty acyl-CoA hydrolase, which hydrolyzes fatty acyl-CoAs into free fatty acids and CoA to control peroxisomal and mitochondrial oxidation (Caswell et al. 2022). 

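*FASN1* (FBgn0027571, chromosome 2L from 3056598 to 3068177), a fatty acid synthase gene, rose in *ERR cond.2* females from 195 ± 6.07 to 277 ± 14.3 CPM (log2 fold change 0.50, SE 0.08, adjusted p = 0.0450, edgeR). Its level in *ERR cond.19-4* females was 207 ± 31.3 CPM in controls and 252 ± 2.17 CPM in knockouts (log2 fold change 0.28, SE 0.08, adjusted p = 0.0990, edgeR). *FASN1* was the 1 transcript past the threshold of 17 for fatty acid synthesis and desaturation in *ERR cond.2* females (1 when adjusted over the list alone). With the other allele 1 of the 17 passed, *ATPCL*, the ATP citrate lyase that makes cytosolic acetyl-CoA. It fell (log2 fold change −0.29, adjusted p = 0.00444, edgeR), and 1 was lower and 1 higher when adjusted over the list alone. The list as a set did not differ from other genes in *ERR cond.2* (camera, adjusted p = 0.370) or *ERR cond.19-4* females (camera, adjusted p = 0.429). The call in *ERR cond.2* females was lost with total counts, without libraries 1 of both groups and without any 1 library (adjusted p over all edgeR and DESeq2 settings 2.4e-05 to 0.356). It passed in *ERR cond.19-4* females with DESeq2 (adjusted p = 0.0171), with every gene of at least 1 count, with total counts and without control 3 (adjusted p over all edgeR and DESeq2 settings 0.00564 to 0.346).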

Although not significant for *ERR^cond.19–4^* the fatty acid synthase, *FASN1*, was also upregulated (Fig. 3d). These results suggest that in the absence of *ERR*, adult females upregulate fatty acid metabolism enzymes to modulate energy production.

**Fig. 3.**
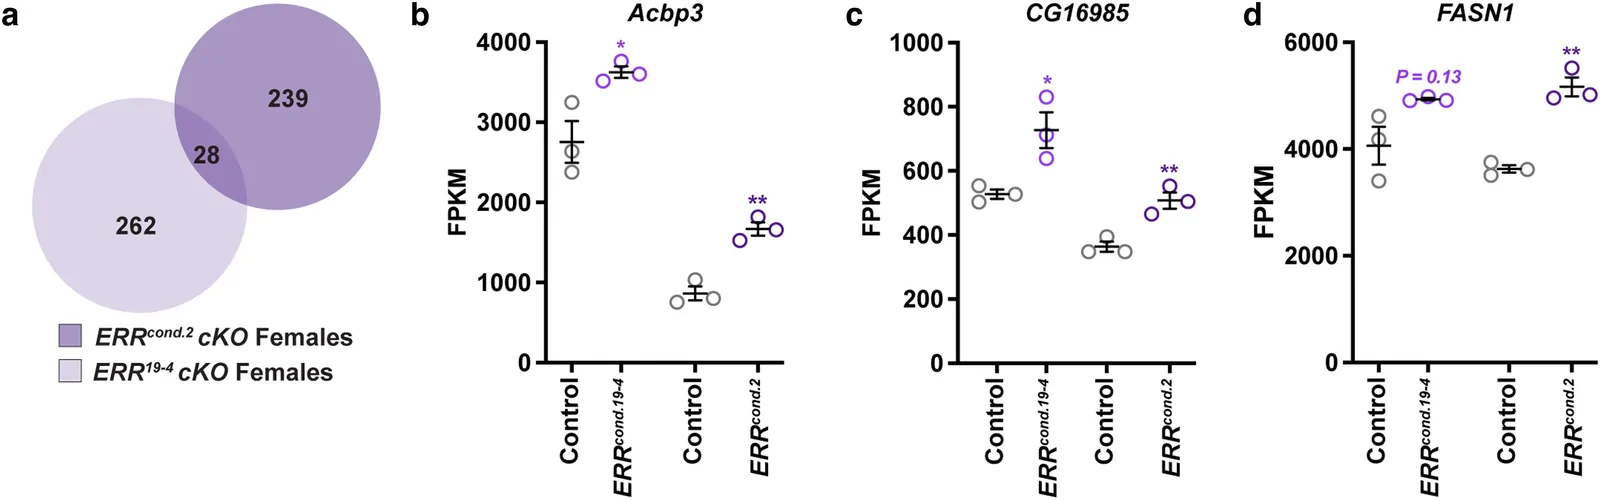
Enzymes involved in fatty acid synthesis are upregulated in the absence of *ERR.* a) Venn diagram showing the common overlap of transcripts significantly upregulated in *ERR^cond.2^* and *ERR^cond.19–4^* adult females. b to d) Quantification of normalized transcript expression (FPKM) for fatty acid metabolism genes. Data shown as mean ± SEM. **P < 0.01, *P < 0.05.

ERRs are regulators of mitochondrial energy metabolism and have been shown to positively regulate the transcription of oxidative phosphorylation and fatty acid oxidation enzymes (Cartoni et al. 2005; Rangwala et al. 2010; Fan and Evans 2015; Fan et al. 2018; Fox et al. 2022; Ma et al. 2025). Furthermore, mammalian ERRs are upregulated in energetically demanding tissues under stress. For example, short-term exercise induces transcription of *ERRα* and *ERRγ* in skeletal muscle (Wende et al. 2005) and *ERRα* null myotubules have reduced fatty acid oxidation capacity (Dufour et al. 2007). In *Drosophila* larval adipocytes, *ERR* mutants have decreased lipid accumulation due to decreased expression of fatty acid β-oxidation genes (Fasteen et al. 2025). Collectively, these results suggest that ERR is required to maintain energy metabolism via regulation of fatty acid metabolism by promoting synthesis and/or catabolism in a tissue-specific manner.

### Whole-body loss of *ERR* in adult females decreases DNA replication machinery transcription

Metabolism across species is sexually dimorphic (Shingleton and Vea 2023; Mauvais-Jarvis 2024), and differences in nuclear receptor signaling between the sexes has been implicated in physiological changes (Dean et al. 2021). We, therefore, compared our adult female dataset to a published adult male specific dataset in which *ERR* was conditionally knocked out using the *ERR^cond.2^* allele (Beebe et al. 2020). Loss of *ERR* in adult males and females decreased the transcription of 97 common genes; whereas 193 genes were uniquely downregulated in females compared to 650 unique transcripts in males (Fig. 4a, Supplementary Table 6). We speculate that the significant difference in the number of differentially expressed genes between the sexes is due to *ERR* knockout during pupariation for the male dataset (Beebe et al. 2020), compared to adult-specific knockout for females. Analysis of the common downregulated genes using PANGEA showed that these transcripts clustered in genes involved in metabolic pathways including carbon metabolism and the PPP (Fig. 4b, Supplementary Table 7). We next used PANGEA to determine the biological pathways that were specifically downregulated in adult females. Decreased genes specifically in *ERR* conditional knockout females were involved in DNA replication (Fig. 4c, Supplementary Table 8). 

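Of 48 transcripts for the DNA replication machinery tested in *ERR cond.2* females, 1 was lower, *Mcm3*, and none was higher (13 lower and 1 higher when adjusted over the list alone, and 9 lower with DESeq2). The list was enriched among DESeq2's lower transcripts (Fisher's exact test, adjusted p = 1.5e-04) and not among edgeR's (same Fisher's exact test, unadjusted p = 0.201). *Mcm3* (FBgn0024332, chromosome X from 5323855 to 5326738), a subunit of the replicative helicase, fell from 147 ± 8.65 to 102 ± 4.19 CPM (log2 fold change −0.53, SE 0.08, adjusted p = 0.0380, edgeR). *Orc2* (FBgn0015270, chromosome 3R from 13964885 to 13967075), of the complex that marks replication origins, stood at 56.0 ± 6.27 CPM in controls and 36.0 ± 2.38 CPM in knockouts (log2 fold change −0.64, SE 0.10, adjusted p = 0.0532, edgeR). *PolD1* (FBgn0263600, chromosome 3L from 15984322 to 15987815), the catalytic subunit of a replicative polymerase, had 63.0 to 67.1 CPM in the 3 controls and 47.2 to 55.2 CPM in the 3 knockouts (log2 fold change −0.34, SE 0.08, adjusted p = 0.120, edgeR). As a set the 48 transcripts were lower than other genes in *ERR cond.2* females (median log2 fold change −0.16, camera, adjusted p = 8.0e-04, and adjusted p = 0.428 with an estimated correlation). None of 48 passed the test in *ERR cond.19-4* females by edgeR, over the list alone or with DESeq2, and the median was −0.05 (camera, adjusted p = 0.00301, and adjusted p = 0.706 with an estimated correlation). The change of the set did not differ between the alleles past the threshold (camera, adjusted p = 0.159). In the same *ERR cond.2* libraries chorion genes, which follicle cells express late in oogenesis, were higher in the knockouts (median log2 fold change 1.10, camera, adjusted p = 1.1e-04, and adjusted p = 0.433 with an estimated correlation). Of 16 germline transcripts 1 passed the test, *nos*, which fell (log2 fold change −0.56), a call lost with total counts and without any 1 library. DESeq2 called *Orc2* (adjusted p = 4.1e-04, 4.1e-04 to 0.374 over all settings) and *PolD1* (adjusted p = 0.0447 with DESeq2, 0.0177 to 0.408 over all settings). The edgeR call of *Mcm3* was lost with total counts, without libraries 1 of both groups and without any 1 library (adjusted p over all settings 4.2e-05 to 0.357). The camera call in *ERR cond.19-4* females was lost without control 1 (adjusted p = 0.0810).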

*PolD1* (a subunit of DNA polymerase δ), *Mcm3* (a component of the DNA helicase complex), and *Orc2* (a component of the origin of recognition complex) transcripts were significantly downregulated in *ERR^cond.2^* adult females (Fig. 4d).

**Fig. 4.**
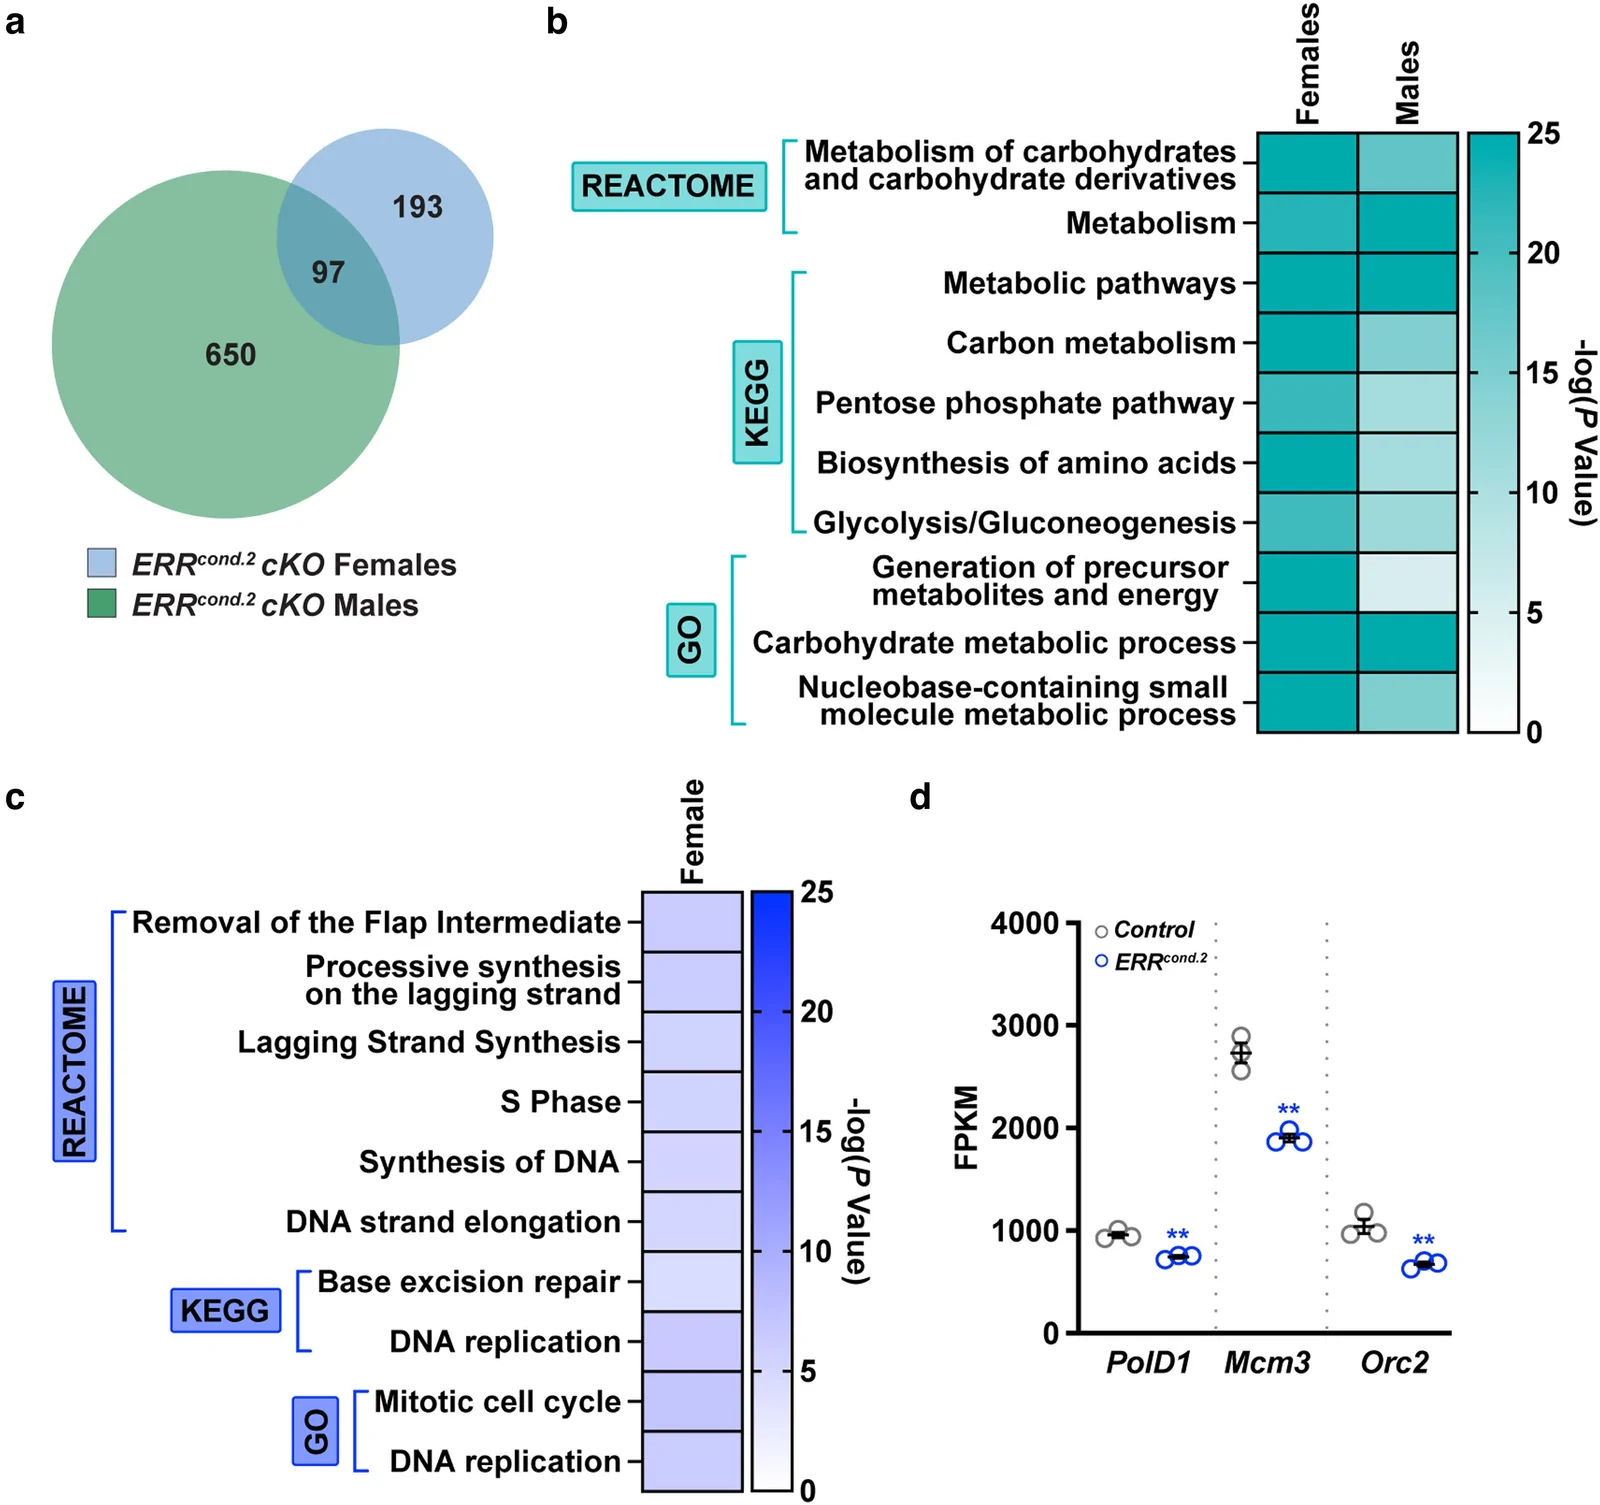
Downregulation of DNA replication machinery components are enriched in *ERR* conditional knockout females. a) Venn diagram indicating the overlap of significantly decreased transcripts in adult *ERR^cond.2^* males and females. b) PANGEA enrichment analysis of differentially expressed genes in males and females in the absence of *ERR*. Heat map indicates the enriched gene sets based on the rank-ordered adjusted *P*-value. c) Heat map indicating the top 10 enriched PANGEA gene sets specifically downregulated in adult *ERR^cond.2^* females based on the adjusted *P*-value. d) Quantification of normalized transcript expression (FPKM) for DNA replication machinery. Data shown as mean ± SEM. **P < 0.01.

One hypothesis for the decreased expression of DNA replication enzymes in females lacking *ERR* is to halt oogenesis, an energetically demanding process (Drummond-Barbosa and Spradling 2001; Laws and Drummond-Barbosa 2017). At mid-oogenesis follicle cells in the developing egg chamber switch from mitotic to endocycling cells in which the follicle cells become polyploid by repeatedly duplicating the genome without dividing (Calvi et al. 1998). Because the ovary responds to a variety of physiological cues (Drummond-Barbosa 2019) and is regulated by nuclear receptor-mediated inter-organ communication (Weaver and Drummond-Barbosa 2019, 2021), whole-body loss of *ERR* in females may indirectly downregulate DNA replication in tissues with polyploid cells, such as the ovary.

### Ribosome biogenesis is selectively increased in *ERR* conditional knockout females

Comparison of the upregulated genes between *ERR* conditional knockout males and females showed that only 16 transcripts were common between the sexes; where 240 transcripts were enriched in males, and 251 transcripts were selectively upregulated in females (Fig. 5a, Supplementary Table 9). PANGEA analysis of the 16 commonly upregulated transcripts suggested enzymes involved in oxidative phosphorylation and aerobic respiration are altered in the absence of *ERR*; however, these processes were mostly enriched in the male dataset (Fig. 5b). Analysis of the female-specific transcripts showed an upregulation in genes that promote translation and nonsense-mediated decay (Fig. 5c, Supplementary Table 10). 

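Of 87 cytoplasmic ribosomal protein transcripts tested in *ERR cond.2* females with edgeR, none passed the test, none did when adjusted over the list alone, and 12 were higher with DESeq2. Among DESeq2's higher transcripts these genes were enriched, with 12 of 85 (Fisher's exact test, adjusted p = 6.1e-05). Their median log2 fold change was 0.17, and as a set they were higher than other genes (camera, adjusted p = 1.2e-07, and adjusted p = 0.428 with an estimated correlation). *RpL10* (FBgn0024733, chromosome 3L from 23093190 to 23095471) stood at 2016 ± 250.2 CPM in controls and 2779 ± 142 CPM in knockouts (log2 fold change 0.46, SE 0.12, adjusted p = 0.126, edgeR). *RpS27* (FBgn0039300, chromosome 3R from 25245955 to 25247514) stood at 1591 ± 110.1 CPM in controls and 1914 ± 25.5 CPM in knockouts (log2 fold change 0.27, SE 0.09, adjusted p = 0.168, edgeR), and *RpL37A* (FBgn0261608, chromosome 2L from 5070957 to 5072055) at 1387 ± 149 CPM in controls and 1556 ± 68.5 CPM in knockouts (log2 fold change 0.17, SE 0.11, adjusted p = 0.378, edgeR). *RpLP1*, of the ribosomal stalk, had a log2 fold change of 0.17 (adjusted p = 0.316, edgeR). The paralogs *RpS14a* (log2 fold change 0.20, adjusted p = 0.0497, edgeR) and *RpS14b* (0.17, adjusted p = 0.0460, edgeR) were higher in *ERR cond.19-4* females among 85 tested, calls that were lost without any 1 library but knockout 3 for *RpS14a* and control 3 for *RpS14b*, and with total counts for both. None of the 85 was higher when adjusted over the list alone, and the set had a median of 0.09 (camera, adjusted p = 1.1e-09, and adjusted p = 0.493 with an estimated correlation). Of 31 translation factor transcripts none passed in *ERR cond.2* females by edgeR (10 higher when adjusted over the list alone, 5 with DESeq2), with a median of 0.17 (camera, adjusted p = 4.8e-05, and adjusted p = 0.428 with an estimated correlation). They were enriched among DESeq2's higher transcripts (Fisher's exact test, adjusted p = 0.0117). Of 30 ribosome biogenesis transcripts none passed there by edgeR or over the list alone, and 1 was higher with DESeq2. As a set these 30 were higher than other genes (median 0.10, camera, adjusted p = 0.0261, and adjusted p = 0.658 with an estimated correlation). Of 12 transcripts for nonsense-mediated decay none passed by edgeR (1 lower and 1 higher when adjusted over the list alone, 1 higher with DESeq2), and the set gave an adjusted p = 0.592 (camera). The ribosomal protein transcripts took 13.9%, 16.5% and 15.8% of the counts in *ERR cond.2* controls 1, 2 and 3 and between 17.5% and 18.8% in the knockouts. Vitelline membrane transcripts were also higher in these knockouts (median log2 fold change 1.34, camera, adjusted p = 3.7e-06, and adjusted p = 0.428 with an estimated correlation). DESeq2 called *RpL10* in *ERR cond.2* females (adjusted p = 0.0115, 0.00746 to 0.408 over all settings). With all 12 libraries in 1 edgeR fit *RpS27* passed (adjusted p = 0.0172, 0.0172 to 0.409 over all settings), and *RpL37A* passed in none (0.130 to 0.627).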

Structural components of the ribosome were significantly upregulated in *ERR^cond.2^* females (Fig. 5, c and d), suggesting defects in ERR signaling may activate global translation in adult females. Interestingly, the mammalian ortholog ERRα has been shown to selectively activate transcript expression of *Rplp1* (ribosomal protein lateral stalk subunit P1) and genes involved in autophagy in response to starvation (Tripathi et al. 2025), suggesting ERRα is required for stress adaptation. In contrast, our results suggest that signaling downstream of ERR restricts overall translation. Furthermore, although ERRs have not been implicated in nonsense-mediated decay, Estrogen Receptor α and β promote alternative splicing of transcripts in breast cancer cells to alter transcript stability (Bhat-Nakshatri et al. 2013; Lal et al. 2013; Dago et al. 2015). Future studies should determine whether ERRs also have roles in post-transcriptional mRNA stability.

**Fig. 5.**
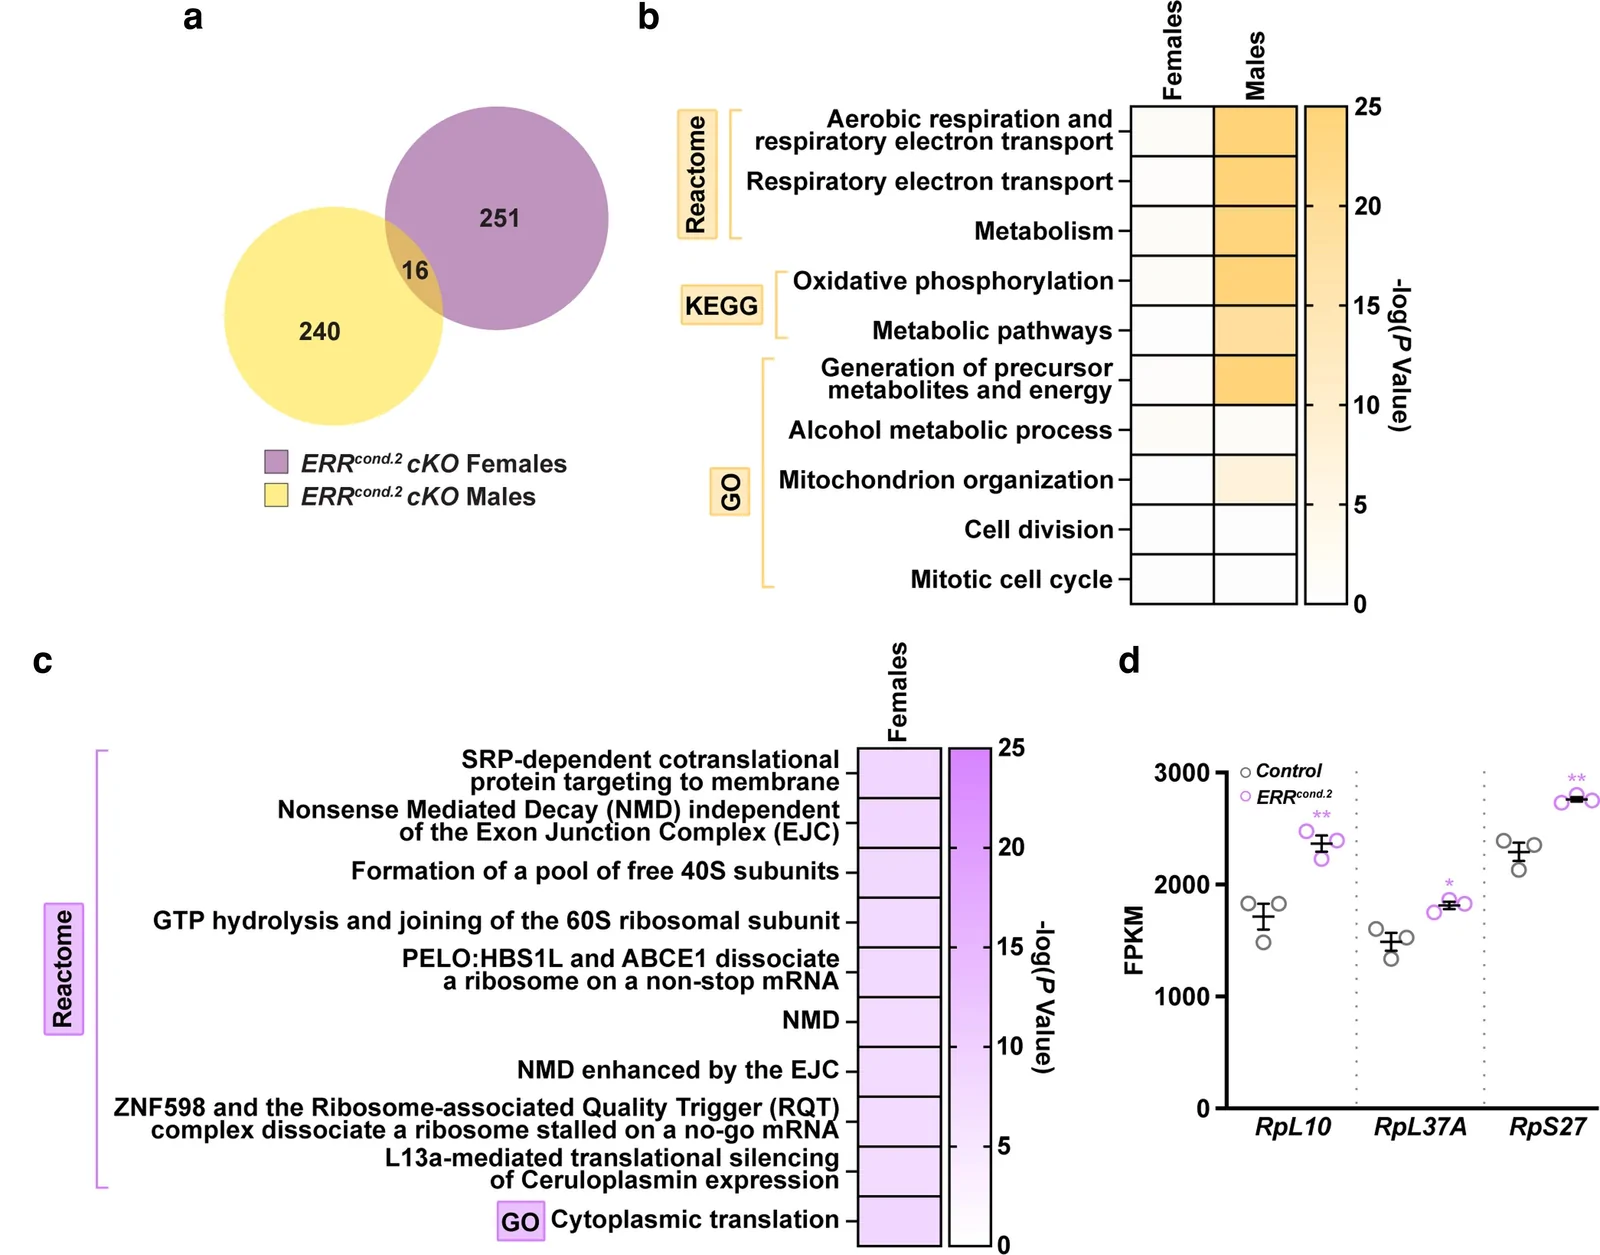
Ribosome biogenesis components are specifically upregulated in *ERR* conditional knockout females. a) Venn diagram showing the overlap of significantly upregulated transcripts in *ERR^cond.2^* adult males and females. b) PANGEA enrichment analysis of differentially expressed genes in males and females lacking *ERR*. Heat map indicates enriched gene sets based on the adjusted *P*-value. c) Heat map indicating the top 10 enriched PANGEA gene sets specifically upregulated in *ERR^cond.2^* adult females based on the adjusted *P*-value. d) Quantification of normalized transcript expression (FPKM) for ribosome components. Data shown as mean ± SEM. **P < 0.01, *P < 0.05.

Collectively, our RNA sequencing analysis suggests that ERRs are conserved metabolic regulators in eukaryotes by promoting the transcription of glycolytic and PPP enzymes. Our analysis also suggests that in *Drosophila* there are sex-specific changes in the transcriptome in the absence of *ERR* most likely due to the energetic demand of the ovary. One limitation of our study is that our analysis was performed on whole-body samples in which *ERR* was knocked out in every tissue. Future studies should address whether direct targets of ERR are altered in different tissues and between the sexes.

## Supplementary Material

jkag186_Supplementary_Data

## Data Availability

*Drosophila* strains are available from the Bloomington *Drosophila* Stock Center (BDSC). The data and analyses in this paper are described in the main text. The raw data and processed data files for the adult female samples are available through the NCBI GEO accession number GSE331492 and are also provided as supplemental tables. Supplemental material available at G3 online.

How the deposited data were processed for this re-analysis (not part of the article)

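Gene counts were analysed from 12 RNA-seq libraries of whole adult females, 3 per group, each made from 10 females collected 7 d after the heat shock. The groups were *ERR cond.2* knockouts, *ERR cond.2* controls, *ERR cond.19-4* knockouts and *ERR cond.19-4* controls. Females of the knockout groups were heat shocked at 37 °C at an age of 0 to 2 d and again 24 h later, and control siblings were not heat shocked. The deposited columns carry a group number in place of an allele name, and the group numbered 2 was taken as *ERR cond.2* and the other as *ERR cond.19-4*. This match is not stated in the sources used here. With it DESeq2 called 558 transcripts in the group numbered 2 and 401 in the other, beside the totals of Fig. 1b and c.

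The deposited values are raw counts per gene, which the authors obtained by aligning paired reads of 150 bp with TopHat and counting with HTSeq, and no normalization had been applied to them. The versions of these tools, the genome build and the use of strand in counting are not given in the sources used here. The deposited gene length, as the authors gave it, is in bp, and it was used to recompute FPKM from the counts, for comparison with the figures. Of 17558 gene identifiers in the table 17252 were found in the Ensembl annotation of BDGP6 used here, and 16959 had the same coordinates (98.3%). No other processed file was analysed, and the published male data that the paper compares with were not analysed here.

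Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Each allele was fitted on its own 6 libraries with the trimmed mean of M values and filterByExpr, which left 9660 genes for *ERR cond.2* and 9717 for *ERR cond.19-4*. The p-values were adjusted by Benjamini and Hochberg over all genes tested, with a threshold of 0.05 and no threshold on the fold change. The difference between the alleles was the interaction in a fit of all 12 libraries with 10029 genes, and the same fit, with levels scaled over all 12 libraries, gave the difference between the control groups. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 where at least 3 members were tested, and with Fisher's exact test for enrichment among the called genes. The lists numbered 35, with 882 entries, of which 5 were not found under any name given. Of the lists, 32 could be tested with camera in *ERR cond.2* females. Log2 CPM for the principal components of the 500 most variable genes had a prior count of 2. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

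Genes were named by a rule. It took every gene the paper names for its RNA-seq, whose values in the figures had been seen. For each allele it took up to 10 lower and 10 higher transcripts with the largest fold change past the threshold, with a mean of at least 1 CPM in a group and all 3 knockout libraries on the same side of all 3 controls. It also took up to 10 per direction changed the same way with both alleles, up to 4 members of each list with the lowest p per allele, 5 on each side for the difference between the alleles and for the difference between the controls, and *w* and *y*. *PyK*, *Got1*, *Got2* and *Hex-C*, which the text also names as members of their lists or of the shared transcripts, and *mthl5* were chosen after their values were seen.

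The alternatives were DESeq2 1.42.0, its size factors in edgeR, total counts as library size, every gene with at least 1 count, at least 10 counts in every library, all 12 libraries in 1 fit, the replicate number as a block, a threshold of 0.01, a log2 fold change of at least 1, fry and an estimated correlation in place of camera's preset one, and each library left out in turn. Leaving out both *ERR cond.2* libraries of number 1 was added after seeing the data.

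Library totals ran from 17167432 to 20625801 counts. The design was tested on simulated data with 200 changed genes, with seed 11, and other splits of the samples were counted, all 10 within an allele or between the control groups and 100 drawn with seed 5 for the results across alleles. In the simulation each gene was drawn independently of the others, from edgeR's estimate of its spread. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1.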

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

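The tests of the explanations in this part were chosen after the results had been seen, while the tests of the genes, the lists, the alleles and the controls were planned.

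*mthl7*, which lies near *ERR* with *CG7979* between them and which the paper does not discuss, rose with a log2 fold change of 2.04 in *ERR cond.2* and 4.14 in *ERR cond.19-4* females (edgeR). Reads shared with any 1 other member of its family are argued against. The member that lost most counts in *ERR cond.19-4* females, *mthl5*, changed by −81.3 counts per library on average while *mthl7* gained 297. The next largest losses in the family were −49, −47.7 and −10.7, so reads shared with several members together stay open. Transcription that runs on from *ERR* into *mthl7*, on the same strand, could raise its counts, and *CG7979*, which lies between them on the other strand, had a log2 fold change of −0.65 in *ERR cond.19-4* females. That value does not decide, because such transcripts could be spliced past *CG7979* and the strand of the counting is not given. An effect of the heat shock stays open as well, since every knockout and no control was heat shocked, and the heat shock genes as a set gave an adjusted p = 0.943 in *ERR cond.19-4* females (camera), and so does loss of ERR function, which was not tested apart from these.

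In *ERR cond.2* knockouts the vitelline membrane and chorion lists were higher and the yolk protein list lower as sets, although none of the 10, 9 and 3 genes passed singly by edgeR (8, 8 and 3 when adjusted over the list alone, 8, 4 and 2 by DESeq2), and the change of each set differed from that in *ERR cond.19-4* females (camera, adjusted p = 4.5e-06, 3.9e-05 and 0.0181, and adjusted p = 0.461 for each with an estimated correlation). The *ERR cond.2* controls stood furthest from the *ERR cond.19-4* libraries. Vitelline membrane genes took 0.282% to 0.685% of the counts in these controls, 0.869% to 1.65% in the knockouts and 1.58% to 2.07% in *ERR cond.19-4* libraries. Yolk protein genes took 5.65% to 8.65%, 2.90% to 5.01% and 2.77% to 3.37%. More ovary tissue of every stage is argued against, since the germline list had a median log2 fold change of 0.071 (SD of its members 0.29, 11 of 16 above 0) while the vitelline membrane list had 1.34 (SD 0.37, 10 of 10 above 0). Scaling between libraries moves every gene alike, and all genes had a median of −0.0070, so scaling does not account for the gap to the vitelline membrane list. With total counts the medians were 1.41 (SD 0.37) for that list and 0.08 for all genes, a rerun that could hardly change the gap. A heat shock effect alike with both alleles is also argued against, since the *ERR cond.19-4* females had the same heat shock and the list a median of −0.022 there (SD 0.20, 2 of 10 above 0), which counts equally against an effect of ERR loss alike with both. The libraries of number 1 stay open. Without them the vitelline membrane list's *ERR cond.2* median fell to 0.86 (SD 0.32, 10 of 10 above 0), where that of all genes was −0.0045. Its share of the counts differed by 0.89 on the log2 scale between 2 knockouts and 2 controls, with a 95% interval of −0.77 to 2.54. An effect of the heat shock in *ERR cond.2* females alone, whose heat shock genes gave an adjusted p = 0.332 (camera), cannot be told apart from an effect of ERR loss in these females alone.

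As a set glycolytic transcripts fell further in *ERR cond.2* than in *ERR cond.19-4* females, although 3 of 14 passed singly and *PyK*, *Gpdh* and *Hex-A* fell less there, with log2 differences of −1.46 for *Gapdh2*, −0.78 for *Tpi* and −1.01 for *Pfk* in the test of the difference (edgeR), and an adjusted p = 1.5e-04 for the list (camera, and adjusted p = 0.458 with an estimated correlation). A higher starting level in the *ERR cond.2* controls is argued against, since the control difference had a median of −0.36 (SD of members 0.49, 3 of 14 above 0). More *ERR* transcript left in *ERR cond.19-4* knockouts may account for it, but *ERR* itself had a log2 fold change of −0.83 in *ERR cond.19-4* females. Transcripts of the *ERR1* mutant allele in *ERR cond.2* females could be counted as *ERR*, so this stays open. The strength of the alleles, which the paper names, and the genetic background were not tested.

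Among the other differences between the alleles, *Lsp1alpha* (−2.92), *Cyp4e3* (−3.11) and *GstD2* (−1.59) were the remaining transcripts past the threshold (log2 differences, edgeR). Of 100 splits of the samples 5, the real one included, gave as many transcripts as the real 6, and the highest other gave 19. A split could keep the real grouping of either allele, and with it part of the knockout effect. The comparison therefore does not decide on chance, which was not excluded. Detoxification genes (adjusted p = 7.6e-07) and antimicrobial peptide genes (adjusted p = 7.2e-07) were more negative in *ERR cond.2* females, as were adult fat body genes (adjusted p = 0.00321), digestive carbohydrases (adjusted p = 0.00321), and genes for fatty acid oxidation and lipolysis (adjusted p = 0.00556, all camera). More positive there were translation factors (adjusted p = 3.3e-05), cytoplasmic ribosomal proteins (adjusted p = 0.0140), ribosome biogenesis (adjusted p = 0.0387) and the TCA cycle (adjusted p = 0.0466, all camera). With an estimated correlation none of these lists passed (camera, lowest adjusted p = 0.458).

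The control groups differed in 4707 transcripts, which the paper does not report, and the highest other split of these 6 libraries gave 0 in edgeR, among 10 splits, too few for a share under 0.05.

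Among groups that the paper does not discuss, glycogen and trehalose genes were lower as a set in *ERR cond.2* (camera, adjusted p = 1.9e-08, and adjusted p = 0.313 with an estimated correlation) and *ERR cond.19-4* females (camera, adjusted p = 9.5e-06, and adjusted p = 0.389 with an estimated correlation). None of the trehalose genes on this list was called singly with either allele by edgeR. Muscle genes were higher as a set in *ERR cond.2* (camera, adjusted p = 0.00107, and adjusted p = 0.428 with an estimated correlation) and *ERR cond.19-4* females (camera, adjusted p = 3.3e-06, and adjusted p = 0.532 with an estimated correlation).

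For the counts of changed transcripts, the real split gave 61 in *ERR cond.2* females against 0 for the highest other, and 360 in *ERR cond.19-4* females against 1, with 1 split of 10 as large as the real one in each, which is too few for a share under 0.05. For the lists past the threshold the real split gave 18 against 15 in *ERR cond.2* and 14 against 13 in *ERR cond.19-4* females, again 1 of 10 and too few. The other splits, which mix knockouts with controls, passed 3 to 15 lists in *ERR cond.2* and 4 to 13 in *ERR cond.19-4* females. A list past the threshold by camera at the preset correlation is therefore not by itself evidence of a knockout effect. For the transcripts changed the same way with both alleles the real split gave 37 and the highest other 0, with 1 of 100 as large. The other splits within an allele called at most 1 transcript, so their shared counts were bound to lie near 0. This comparison restates the counts within each allele and does not decide on the sharing itself.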

How the results depend on the processing

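Leaving out both *ERR cond.2* libraries of number 1 was chosen after seeing the data, and the other alternatives were set in advance. Of 469 results 293 stayed on the same side of the threshold, or for a count within 1.5-fold, under every alternative set in advance. No named gene or list called in either of the fits compared changed direction, whereas Pearson's r between the alleles, which has no threshold, was 0.0167 by edgeR and −0.0151 by DESeq2. For single genes and lists, 376 of the values under an alternative lost a call and 105 gained one, while 5872 did neither. Of 35 named genes called in *ERR cond.2* females 9 kept the call under every one of these, and 34 of 73 did in *ERR cond.19-4* females. For the results that changed, the cause was not tested except where the alternative's own construction shows it.

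DESeq2 called 558 transcripts in *ERR cond.2* females, 291 lower and 267 higher, against 61 by edgeR, 49 lower and 28 higher with both alleles, and 488 for the difference between the alleles, 213 more negative and 275 more positive in *ERR cond.2* females. It placed 16 of the genes the paper names past the threshold in *ERR cond.2* females, against 9. The lists enriched were 7 among the lower and 4 among the higher transcripts of *ERR cond.2* females, against 3 and 0, and 3 among those higher with both. On simulated data with the spread of the *ERR cond.2* libraries, 20.6% of DESeq2's calls and 2.99% of edgeR's were false, and DESeq2 recovered 58.3% and edgeR 30.0% of 1.5-fold changes. The simulated counts were drawn once, gene by gene, from edgeR's own estimates of the spread. They lack variation that genes of a library share, so these percentages do not measure the false calls in the real libraries. The acyl-CoA list passed in *ERR cond.2* females with DESeq2 (camera, adjusted p = 0.0161).

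With all 12 libraries in 1 fit, where both alleles share 1 estimate of the spread, 1414 transcripts passed in *ERR cond.2* females, 628 lower and 786 higher, and 94 in *ERR cond.19-4* females, 53 lower and 41 higher. There were 14 higher with both alleles, and 17 of the genes the paper names passed in *ERR cond.2* females. The lists enriched were 7 among the lower and 6 among the higher transcripts of *ERR cond.2* females, 3 and 1 among those of *ERR cond.19-4* females, and 1 among those higher with both. Of the named genes called in *ERR cond.19-4* females 33 lost the call.

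At an adjusted p under 0.01, which is stricter by construction, 16 transcripts passed in *ERR cond.2* (15 lower, 1 higher) and 197 in *ERR cond.19-4* females (67 lower, 130 higher), 15 were lower and 1 higher with both, and 1 differed between the alleles (edgeR). With a log2 fold change of at least 1 there were 26 in *ERR cond.2* (21 lower, 5 higher) and 67 in *ERR cond.19-4* females (24 lower, 43 higher), and 15 lower and 1 higher with both. With every gene of at least 1 count, 97 passed in *ERR cond.2* females, 33 of them higher, 15 were higher with both and 40 differed between the alleles. With at least 10 counts in every library the acyl-CoA list passed in *ERR cond.2* females (camera, adjusted p = 0.0325). With total counts 12 transcripts were higher with both alleles, 3 differed between them, and the acyl-CoA list passed in *ERR cond.2* females (camera, adjusted p = 0.0480). The size factors of DESeq2 in edgeR gave 63 and 357 transcripts.

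The replicate numbers were not taken to pair the libraries, since knockouts and controls of the same number correlated at −0.354, −0.207 and 0.00388 in *ERR cond.2* females, none of them the best match of its number. In *ERR cond.19-4* females the correlations were 0.0247, 0.0451 and −0.00448, and libraries 1 and 2 matched best with their own number while 3 did not. The paper took RNA from 3 independent experiments, and whether a number marks the same experiment in each group is not stated. With the number as a replicate block, which takes degrees of freedom from 6 libraries, 9 transcripts passed in *ERR cond.2* females, 9 lower and 0 higher by edgeR, so 9 were lower and 0 higher with both alleles, and 2 differed between them. In *ERR cond.19-4* females 113 were lower and 274 higher with the block, against 101 and 259 without. Under this replicate block 5 of the genes the paper names passed in *ERR cond.2* females, 1 list was enriched among the lower transcripts and 1 among those lower with both, and the acyl-CoA list passed in *ERR cond.2* females (camera, adjusted p = 0.0314). A call lost in this way is not a smaller effect.

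Without both *ERR cond.2* libraries of number 1, 19 transcripts passed in *ERR cond.2* females, 18 lower and 1 higher, with 17 lower and 1 higher with both, 26 that differed between the alleles, and 5 of the genes the paper names. The fold changes of the 2 alleles then had a Pearson r of 0.161 and a Spearman rho of 0.166. Fewer libraries leave fewer degrees of freedom.

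With the correlation estimated for each list, 0 lists passed in *ERR cond.2* and 0 in *ERR cond.19-4* females by camera, against 18 and 14 at the preset value. The adjusted p was then 0.0766 and 0.274 for glycolysis in *ERR cond.2* and *ERR cond.19-4* females, 0.289 and 0.217 for the PPP, 0.428 and 0.706 for DNA replication, 0.428 and 0.493 for cytoplasmic ribosomal proteins, and 0.389 for the acyl-CoA list in *ERR cond.19-4* females (camera). With fry, which asks whether the genes of a list move on balance in 1 direction, 6 and 7 lists passed. Glycolysis (adjusted p = 1.4e-05 and 7.4e-04), the PPP (0.00428 and 9.4e-04) and glycogen and trehalose (0.00428 and 7.4e-04, all fry) were lower with both alleles. DNA replication then had an adjusted p = 0.0645 and 0.502 and ribosomal proteins 0.0645 and 0.0618 (fry).

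Leaving out 1 library at a time gave 15 to 44 transcripts in *ERR cond.2* females, 14 to 38 lower and 1 to 8 higher, and 224 to 420 in *ERR cond.19-4* females, of which 147 to 305 were higher (edgeR). The *ERR cond.2* count was 15, 16, 20, 25 and 35 without knockout 1, knockout 2, control 3, knockout 3 and control 1, and the *ERR cond.19-4* count was 224 without knockout 2, with 162 higher without knockout 1. With both alleles 14 to 31 were lower, with 14 without *ERR cond.2* control 3 or knockout 1, 15 without knockout 2 and 18 without knockout 3, and 1 to 9 were higher, with 1 without *ERR cond.2* knockout 1 or 2, 2 without control 3 or knockout 3, and 3 without control 2. The difference between the alleles gave 1 to 489 transcripts, 489 without *ERR cond.2* knockout 3, 98 without *ERR cond.2* control 2, 9 without *ERR cond.19-4* control 2, and 1 to 3 without any other *ERR cond.19-4* library or *ERR cond.2* knockout 2. In *ERR cond.2* females 5 or 6 of the genes the paper names passed. The lists enriched numbered 3 to 6 among the lower and 3 to 6 among the higher transcripts of *ERR cond.19-4* females, 3 without knockout 2 for the lower and 3 without control 2 for the higher ones, and 0 to 1 among those higher with both. Pearson's r ran from −0.0496 without *ERR cond.2* knockout 3 to 0.0755 without control 1, and Spearman's rho from −0.0812 without knockout 3 to 0.0557 without knockout 1. *ERR* in *ERR cond.19-4* females had log2 fold changes of −0.94 without control 3 to −0.70 without control 1, where its call was lost. The adjusted p of DNA replication in *ERR cond.19-4* females ran from 3.8e-07 without control 3 to 0.0810 without control 1, and that of the acyl-CoA list in *ERR cond.2* females from 0.0176 without knockout 1 to 0.168 without control 1 (camera).

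Small changes could be missed in these libraries. On simulated data edgeR recovered 24.3% of 1.5-fold and 61.2% of 2-fold differences between the alleles.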

Differences from the paper's values

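The authors tested with DESeq2 at a corrected p under 0.05 and the values here come from edgeR at the same threshold, with no threshold on the fold change in either.

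The paper gives 557 differentially expressed transcripts in *ERR cond.2* females and edgeR gave 61. The paper gives 285 downregulated protein coding genes and about 260 upregulated transcripts there. Here 45 transcripts were lower, 44 of them protein coding, and 16 were higher. For each of these, DESeq2 came within 1.5-fold of the paper's value, at 558, 291 (286 protein coding) and 267, and the other 15 alternatives set before the data were examined did not. The paper gives 241 transcripts downregulated in *ERR cond.2* females and not in *ERR cond.19-4* females, against 15 here. DESeq2 gave 242 and the other 21 alternatives stayed outside.

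The paper gives 49 transcripts downregulated with both alleles, against 30 here. DESeq2 gave 49, all 12 libraries in 1 fit 42 and every gene with at least 1 count 41, and the other 19 alternatives stayed outside. The paper gives 28 transcripts upregulated with both alleles, against 7 here, and DESeq2 gave 28 while the other 21 alternatives stayed outside.

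The paper's mean of 45,427,224 reads per library stands beside 19194245 counts assigned to genes here, which is a different quantity. The paper's 1,200 pseudogenes, rRNAs, snoRNAs, snRNAs and tRNAs stand beside 450 with a count in any library here, and 1193 lincRNAs had a count. Neither has an alternative.

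The paper has more transcripts changed in *ERR cond.2* than in *ERR cond.19-4* females, whereas edgeR gave 61 and 360. DESeq2 gave 558 and 401, and all 12 libraries in 1 edgeR fit gave 1414 and 94.

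The paper reports *Zw*, *Pgd* and *CG16985* as changed in *ERR cond.2* females. Here they had adjusted p = 0.0938, 0.0833 and 0.118 by edgeR. DESeq2 called them (adjusted p = 0.00801, 3.9e-04 and 0.0205), as did all 12 libraries in 1 edgeR fit (adjusted p = 0.0110, 0.00370 and 0.0162), and every gene with at least 1 count called *Pgd* (adjusted p = 0.0466, edgeR).

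Among the DNA replication transcripts that the paper reports as lower in *ERR cond.2* females, *PolD1* had an adjusted p = 0.120 and *Orc2* an adjusted p = 0.0532 by edgeR. DESeq2 called *PolD1* (adjusted p = 0.0447) and *Orc2* (adjusted p = 4.1e-04). So did all 12 libraries in 1 edgeR fit (adjusted p = 0.0177 and 0.00514), and every gene with at least 1 count called *Orc2* (adjusted p = 0.0366, edgeR). *Mcm3* was called here.

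Among the ribosomal protein transcripts that the paper reports as higher in *ERR cond.2* females, *RpL10* had an adjusted p = 0.126, *RpS27* 0.168 and *RpL37A* 0.378 by edgeR. DESeq2 called *RpL10* (adjusted p = 0.0115), and all 12 libraries in 1 edgeR fit called *RpL10* (adjusted p = 0.00746) and *RpS27* (adjusted p = 0.0172). No alternative called *RpL37A* in *ERR cond.2* females.

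The values read by eye from Fig. 2 and Fig. 5d lie on the scale of the FPKM recomputed here. Those of Fig. 3b to d and Fig. 4d, whose axes name FPKM, match counts normalized by size factors, as for *Acbp3* in *ERR cond.19-4* controls, at about 2800 in Fig. 3b, read by eye, and 2755 normalized counts and 322 FPKM here.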

Other observations

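The values in this part come from planned tests, apart from the antimicrobial genes' share of the counts in each library, which was looked at after the result was seen.

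Detoxification genes were higher in *ERR cond.19-4* knockouts, with 11 higher and 1 lower of 93 (16 and 1 when adjusted over the list alone; camera, adjusted p = 1.3e-06, and adjusted p = 0.362 with an estimated correlation). The glutathione S-transferases *GstD5* (log2 fold change 1.65, adjusted p = 3.8e-05, edgeR) and *GstD9* (0.69, adjusted p = 1.4e-04, edgeR) were among them. The *ERR cond.2* females had 1 lower of 96, *Cyp4e3* (2 lower and 3 higher when adjusted over the list alone; camera, adjusted p = 0.0113, and adjusted p = 0.762 with an estimated correlation). Antimicrobial peptide genes had 5 higher and none lower of 27 in *ERR cond.19-4* females by edgeR (12 and 1 when adjusted over the list alone; camera, adjusted p = 0.00178, and adjusted p = 0.493 with an estimated correlation), among them *Def* (log2 fold change 1.62, adjusted p = 2.3e-04, edgeR). None of 28 passed in *ERR cond.2* females by edgeR or over the list alone, DESeq2 called 6 lower, and the median log2 fold change was −1.12 (camera, adjusted p = 9.4e-05, and adjusted p = 0.439 with an estimated correlation). These genes took 0.128%, 0.0603% and 0.214% of the counts in *ERR cond.2* controls 1, 2 and 3 and 0.0423% to 0.0583% in the knockouts, so controls 1 and 3 stood apart. In *ERR cond.19-4* females they took 0.0416% to 0.0597% in the controls and 0.0617%, 0.0624% and 0.129% in knockouts 1, 2 and 3, so knockout 3 stood apart, and without it the list still passed by camera.

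Digestive carbohydrases had 8 higher and 1 lower of 14 in *ERR cond.19-4* females (9 and 2 when adjusted over the list alone; camera, adjusted p = 2.3e-04, and adjusted p = 0.389 with an estimated correlation). The maltases *Mal-A6* (log2 fold change 0.50, adjusted p = 5.4e-04, edgeR) and *Mal-A7* (0.74, adjusted p = 0.00156, edgeR) were higher, and in *ERR cond.2* females none of 14 passed by edgeR and 1 was lower by DESeq2 (camera, adjusted p = 0.307). Digestive proteases had 5 lower and 3 higher of 27 in *ERR cond.19-4* females (7 and 3 when adjusted over the list alone; camera, adjusted p = 0.0944), and none of 26 in *ERR cond.2* females by edgeR (2 higher when adjusted over the list alone, 1 lower and 2 higher by DESeq2; camera, adjusted p = 0.332). Muscle genes had 5 higher of 20 in *ERR cond.19-4* females (13 when adjusted over the list alone), among them *Mhc* (log2 fold change 0.36, adjusted p = 0.00462, edgeR) and *TpnC4* (0.72, adjusted p = 0.0147, edgeR, not called without control 2 or knockout 1). None of 20 passed in *ERR cond.2* females by edgeR (3 higher when adjusted over the list alone, and 3 by DESeq2).

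Levels of the control groups are CPM scaled over all 12 libraries and so differ slightly from those scaled within an allele. *Mal-B2* stood at 936 ± 348 CPM in *ERR cond.2* and 72.1 ± 6.62 CPM in *ERR cond.19-4* controls (log2 difference 3.70, adjusted p = 1.1e-05, edgeR). *Jon65Aii* stood at 4.40 ± 1.80 and 57.9 ± 8.57 CPM (−3.72, adjusted p = 1.3e-05, edgeR) and *Cyp4e3* at 76.8 ± 38.2 and 2.84 ± 0.281 CPM (4.75, adjusted p = 5.8e-06, edgeR). *Cyp304a1* had 185 CPM on average in *ERR cond.2* and 0.162 CPM in *ERR cond.19-4* controls. *ERR* was higher in *ERR cond.2* controls (log2 difference 0.60, adjusted p = 0.0111, edgeR). Detoxification (adjusted p = 6.1e-08), antimicrobial peptide (adjusted p = 0.00138) and yolk protein genes (adjusted p = 0.0281) were higher there, and vitelline membrane (adjusted p = 3.5e-04), digestive protease (adjusted p = 3.6e-04), chorion (adjusted p = 0.00186) and glycolytic genes (adjusted p = 0.0144) lower (all camera, adjusted p = 0.523 for each with an estimated correlation).

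Of 3 yolk protein genes none passed with either allele by edgeR, with 3 lower in *ERR cond.2* females when adjusted over the list alone and 2 lower there by DESeq2 (camera, adjusted p = 0.0120, and adjusted p = 0.428 with an estimated correlation, and adjusted p = 0.875 in *ERR cond.19-4* females). Adult fat body genes had 1 lower of 9 in *ERR cond.2* females, *Lsd-1* (log2 fold change −0.88, not called with total counts or without any 1 library but control 3), with 6 lower and 1 higher when adjusted over the list alone (camera, adjusted p = 0.00107, and adjusted p = 0.428 with an estimated correlation). In *ERR cond.19-4* females 1 of 9 was higher (camera, adjusted p = 0.871). Chorion genes had 1 lower of 9 in *ERR cond.19-4* females, *Cp7Fc* (log2 fold change −0.44), with 3 when adjusted over the list alone (camera, adjusted p = 0.00654, and adjusted p = 0.556 with an estimated correlation), and vitelline membrane genes none of 10 (camera, adjusted p = 0.828). Germline genes gave an adjusted p = 0.830 in *ERR cond.2* and 0.0569 in *ERR cond.19-4* females (camera). Cell cycle genes had 1 lower of 19 in *ERR cond.19-4* females, *CycB* (log2 fold change −0.22, not called without control 2 or knockout 1 or 2; camera, adjusted p = 7.6e-04, and adjusted p = 0.556 with an estimated correlation, and adjusted p = 0.592 in *ERR cond.2* females).

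Oxidative phosphorylation genes were higher as a set in *ERR cond.2* (camera, adjusted p = 1.8e-04, and adjusted p = 0.313 with an estimated correlation) and *ERR cond.19-4* females (camera, adjusted p = 1.8e-07, and adjusted p = 0.674 with an estimated correlation). For the remaining lists the adjusted p in *ERR cond.2* and *ERR cond.19-4* females was 0.0225 and 0.871 for the TCA cycle (higher in *ERR cond.2* females), 0.0120 and 0.620 for fatty acid oxidation and lipolysis (lower there), 0.0130 and 0.871 for the ecdysone pathway (higher there) and 0.0261 and 0.901 for ribosome biogenesis (higher there, all camera). With an estimated correlation their adjusted p in *ERR cond.2* females was 0.397, 0.428, 0.313 and 0.658 (camera). At the preset correlation it was 0.332 and 0.943 for heat shock and chaperone genes, 0.626 and 0.901 for mitochondrial ribosomal proteins, 0.824 and 0.493 for insulin and nutrient signalling, 0.332 and 0.871 for haemocyte genes and 0.308 and 0.0759 for midgut genes (camera). It was 0.330 and 0.943 for spermatheca and female accessory gland genes and 0.950 and 0.0255 for nervous system genes (camera), the latter with adjusted p = 0.688 in *ERR cond.19-4* females with an estimated correlation. In *ERR cond.19-4* females it was 0.815 for translation factors and 0.943 for nonsense-mediated decay (camera). Testis genes had 2 tested and transgene marker genes at most 2, too few for camera, and none passed, while no male accessory gland gene was tested. Median, mean and test differed in sign for insulin signalling and the nervous system in *ERR cond.2* females, and for the TCA cycle, adult fat body, ecdysone pathway, haemocyte, ribosome biogenesis, heat shock and nonsense-mediated decay lists in *ERR cond.19-4* females, none of them past the threshold.

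Of the principal components computed from 500 genes, the first held 81.1% of the variance over all 12 libraries.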
